# Endothelial clock regulates retinal angiogenesis and ganglion cell function

**DOI:** 10.1007/s10456-025-10018-4

**Published:** 2025-11-15

**Authors:** Vijay K. Jidigam, Madison B. Kirby, Joshua Gallop, Brianna M. Shimandle, Dhwani Parsana, Minzhong Yu, Richard A. Lang, Sujata Rao

**Keywords:** Endothelial clock, Angiogenesis, ERG, PhNR, Cell cycle, RGCs

## Abstract

Angiogenesis, the formation of new blood vessels from existing ones, is essential for physiological and pathological processes such as wound healing, organ development, and tumor growth. It is a tightly regulated process influenced by both intrinsic and extrinsic factors. Emerging evidence shows a connection between biological clocks that regulate physiological rhythms and angiogenesis through the modulation of angiogenic factors like vascular growth factor (Vegfa). Thus, the clock system can directly modulate the timing and efficiency of angiogenic processes. This study aimed to investigate the role of key circadian clock genes, Bmal1 and Per2, in retinal angiogenesis. Endothelial cell-specific deletion of these genes significantly impairs vessel growth, although distinct phenotypic differences emerge between the two knockout models as angiogenesis progresses. RNA-sequencing (RNA-seq) analysis of retinal endothelial cells reveals that circadian clocks predominantly influence the expression of genes involved in cell proliferation. Notably, vascular endothelial cell (VEC) proliferation is diurnally regulated and is disrupted in Bmal1 knockout animals, leading to an increase in the number of Brn3a-positive retinal ganglion cells (RGCs). These alterations are further associated with compromised retinal circuitry and function. Thus, this study uncovers critical roles for Bmal1 and Per2 in regulating retinal angiogenesis, emphasizing the importance of circadian control of cell proliferation in vascular development and retinal function.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10456-025-10018-4.

## Introduction

Circadian rhythms are daily oscillations in biological functions optimized for specific times of day, enabling organisms to adapt to their external environment. Disruptions to these rhythms, whether due to genetic or behavioral factors, can lead to cardiovascular and metabolic dysfunction. Cell and tissue-specific circadian rhythms are generated by a complex transcriptional-translational feedback loop of master clock genes, creating a self-sustaining autoregulatory cycle of approximately 24 h in their transcripts and proteins. This feedback loop is mediated by transcriptional activators, Brain and Muscle ARNT-Like 1 (BMAL1) and Circadian Locomotor Output Cycles Kaput (CLOCK), as well as transcriptional repressors, Cryptochrome (CRY) and Period (PER), and interlocking loops involving the ROR, REV-ERB, and DEC proteins [1–4]. Transcription factors BMAL1 and CLOCK form a heterodimer that promotes transcription of clock control genes (CCGs), including PER and CRY. Accumulation of PER and CRY proteins, in turn, represses transcriptional activity of BMAL1/CLOCK complex, reducing expression of CCGs [5–7]. BMAL1 regulates a wide range of downstream pathways, including those involved in cell cycle control, oxidative stress response, metabolism, and angiogenesis [8–12]. In endothelial cells, Bmal1 influences vascular homeostasis, nitric oxide signaling, and cellular proliferation [13, 14]. Deletion of Bmal1 or Per2 can lead to overlapping phenotypes due to disruption of the entire clock system or compensatory mechanisms within the circadian network [15]. Bmal1 is unique among the core clock genes in that its disruption alone leads to arrhythmicity. Hence, it is a critical element of the manipulation of molecular clocks in vitro and in vivo.

Circadian clocks are integral to vascular physiology, orchestrating daily rhythms in cardiovascular function to align tissue perfusion with fluctuating metabolic and functional demands. Both vascular contractibility and pressure exhibit robust 24-h oscillations under circadian control. Notably, the incidence of cardiovascular events such as stroke peaks during the early hours of the morning, further underscoring the temporal regulation of vascular function. While the role of the vascular circadian clock in adult homeostasis is well established, its function during development remains poorly understood [16, 17].

In rodents, retinal vascular development occurs postnatally through angiogenesis, resulting in the development of three spatially distinct vascular plexuses. The superficial vascular layer adjacent to the ganglion cell layer develops first, followed by the deep and intermediate layers within the outer and inner plexiform layers, respectively [18, 19]. Thus, retinal angiogenesis is spatially and temporally regulated, requiring synchronized proliferation and migration of endothelial cells. A crucial function of the circadian clock is to align cellular activity with environmental cues [20]. This raises the possibility that the circadian clock may similarly regulate retinal angiogenesis by coordinating vascular endothelial cell (VEC) responses to angiogenic signals, thereby impacting the timing and pattern of vascular growth. Our data show that loss of Bmal1 and Per2 from the VEC results in reduced retinal VEC proliferation and slower vessel growth. Furthermore, transcriptomic analysis of enriched endothelial cells from Bmal1 conditional knockout (Bmal1; CKO) animals indicates that Bmal1 regulates cell cycle and angiogenesis-related pathways, suggesting that the circadian clock plays an essential role in vascular development. Additionally, our data shows a temporal regulation of retinal endothelial cell proliferation, with a majority of cells in S-phase of the cell cycle during the night, when mice are most active. In contrast, retinal VECs in the Bmal1; CKO animals exhibit reduced proliferation, regardless of the time of day. Our findings reveal that Bmal1 deletion disrupts both vascular development and retinal ganglion cell function, underscoring the critical role of circadian regulation in retinal health.

## Materials and methods

### Mouse strains

Transgenic strains used in this study are as follows: Bmal1^FL/FL^ (Jax stock no. 007668), B6.Cg-*Gt(ROSA)26Sor*^*tm14(CAG−tdTomato)Hze*^/J (Jax stock no. 007914, Ai14 reporter mice, also referred to as tdTomato in this manuscript), Per2^tm1a (EUCOMM)Hmgu^ [21], Per2^tm1Drw^ (Jax stock no. 010492) and Pdgf-icreER [18, 22]. For Cre induction, tamoxifen (T6648-1G, Sigma, St. Louis, MO, USA) dissolved in canola oil was administered intraperitoneally at a dosage of 15 μg/g body weight daily for three days, starting from postnatal day 0.5 (P0.5) until P2.5. Both control (Bmal1^FL/FL^, Per2^FL/FL^, tdTomato^FL/+^;Pdgf-icreER), and mutant (Bmal1^FL/FL^;Pdgf-icreER, Per2^FL/FL^;Pdgf-icreER, Bmal1^FL/FL^; tdTomato^FL/+^;Pdgf-icreER) pups were injected with tamoxifen to ensure consistent treatment across groups. All wild-type (WT) animals and the transgenic animals used in the study were derived from C57BL/6 J background. All animals were maintained in a light/dark (14:10 h) cycle and fed ad libitum with normal chow. Animal use protocol was approved by the Institutional Animal Care and Use Committee at Cleveland Clinic (IACUC), and all procedures followed the Association for Research in Vision and Ophthalmology (ARVO) guidelines for the use of animals in vision research.

### Tissue processing and Immunofluorescence staining

For cryosectioning, enucleated eyes were collected at noon (ZT6), fixed in 4% paraformaldehyde (PFA) for 90 min on ice, followed by overnight cryoprotection in 15% and 30% sucrose, respectively, at 4 °C. Cryoprotected eyes were embedded in optimal cutting temperature (OCT) compound and oriented dorsoventrally as described [23]. Sections were rinsed in phosphate-buffered saline (PBS), washed 2 times in 0.1% Triton X-100, permeabilized for five minutes with 1% Triton X-100, and blocked for one hour at room temperature (RT) in PBS containing 3% bovine serum albumin (BSA) and 0.1% Triton X-100. Cryosections were subsequently incubated overnight with the specified primary antibodies: Sox9 (1:100) (AB5535, Millipore, Temecula, CA, USA), GFAP (1:250) (NBP1-05197AF488, Novus Biologicals, Minneapolis, USA), Brn3a (1:250) (MAB1585, Sigma-Aldrich, St. Louis, MO, USA), Caspase-3 (1:100) (BD Pharmingen, San Jose, CA, USA), Bmal1 (1:100) (Abcam, AB3350, Waltham, MA, USA), and conjugated Alexa 488-Isolectin-IB4 (1:500) (I21411, ThermoFisher Scientific, USA). Appropriate Alexa Fluor conjugated secondary antibodies were used for labeling (ThermoFisher Scientific, USA). The sections were mounted in Fluoro-Gel mounting medium (201,009, Hatfield, PA). Only sections through the optic nerve were used for staining and quantification.

For whole mounts, retinas were dissected and fixed in 4% PFA for 1–2 h on ice, washed 3 times in PBS for 10 min, permeabilized for 1 h using 1% Triton X-100, and blocked in 0.03% Triton X-100 with 3% BSA in PBS for 1 h at RT. Retinas were incubated with Alexa 488-Isolectin IB4 (1:200) for 16–48 h at 4 °C. Appropriate Alexa Fluor conjugated secondary antibodies were used for labeling (ThermoFisher Scientific, USA). The retinas were mounted in Fluoro-Gel mounting medium (201,009, Hatfield, PA). Retinas were generally collected at noon (ZT6), unless specified otherwise. Imaging was done using a Leica laser scanning confocal microscope as described [24]. For Brn3a analysis at P7.5, Brn3a-positive cells were counted in regions located 400 μm away from the optic nerve head on either side, within a boxed region of 100 μm × 100 μm. Total counts from both sides were averaged and recorded as a single value per eye from different animals. At P24.5, Brn3a-positive cells were quantified across the entire retinal cryosection, and total counts were compared between groups, with each point representing one eye from one animal. For branch point and caspase-3 counts, an area of 581.25 µm X 581.25 µm from each quadrant (dorsal, ventral, anterior, posterior), closer to the angiogenic front, was used for quantitation. Branch points from all four quadrants were averaged to represent the data for a single eye. Vascular front migration is a ratio of the length from the optic nerve head to the periphery and the distance of the angiogenic front from the optic nerve.

### Retinal endothelial cell isolation using CD31 beads

Following enucleation, retinas were dissected from P7.5 pups in ice-cold Dulbecco’s Modified Eagle Medium (DMEM). Retinal dissociation was performed in DMEM containing 10 mg/ml collagenase A (10,103,578,001, Roche, USA) and 3 U/ml DNase I (D5025, Sigma, St. Louis, MO, USA) at 37 °C for 20 min, with pipetting every 10 min. The cell suspension was then passed through a 70 µm cell strainer (Fisher Scientific, 22,363,548) and centrifuged at 1870 g for 6–8 min. The resulting cell suspension was used to isolate enriched endothelial cells using CD31 magnetic beads, following the manufacturer’s protocol (Miltenyi Biotec, 130–097-418, North Rhine-Westphalia, Germany). Enriched endothelial cells were subsequently subjected to RNA isolation (Qiagen RNeasy MiniPrep Kit, Qiagen, Germantown, MD, USA) and cDNA synthesis (Verso cDNA Synthesis Kit) according to the manufacturer’s protocol. Validation experiments for gene expression based on RNA-sequencing data were performed on enriched endothelial cells.

### Fluorescence-activated cell sorting (FACs) of retinal endothelial cells

Retinal endothelial cells were isolated using fluorescence-activated cell sorting (FACS) as previously described [11]. Endothelial cells were FAC-sorted from P7.5 retinas of tdTomato^FL/+^;Pdgf-icreER (control) or Bmal1^FL/FL^;tdTomato^FL/+^;Pdgf-icreER (mutant) animals. All endothelial cells were labeled with GFP, which is expressed from the Pdgf-icreER transgene, as well as tdTomato expressed by cre-mediated recombination. For the transcriptomic analysis, GFP/Tomato double-positive sorted endothelial cells were used (Supplementary Fig. 4).

### RNA-seq analysis

RNA integrity was evaluated using an Agilent Bioanalyzer, and samples with an RNA Integrity Number (RIN) > 8.5 were used for RNA sequencing. Total RNA from sorted retinal endothelial cells (~ 500 pg/µl), isolated from Bmal1^FL/FL^;tdTomato^FL/+^;Pdgf-icreER (*n* = 3) and tdTomato^FL/+^;Pdgf-icreER (*n* = 3) animals, was amplified using the Smart v4 kit (634,888, Takara Bio USA, Inc. Mountain View, CA, USA). Libraries were prepared with the Nextera XT Library Preparation kit (15,032,355, San Diego, CA, USA) and sequenced for poly-A RNAs by an external NGS facility (Novogene). RNA-seq was performed on a HiSeq2000 sequencer (Illumina), generating approximately 100 million paired-end reads of 150 bp per sample. Fastq files were quality checked with FastQC, trimmed with Trimmomatic, and aligned to the reference mm10 mouse genome (Ensembl GRCm38 v87) using Bowtie. Counts were generated with Feature Counts, and differential expression analysis was conducted with DESeq2 (log2FC > 1.0, *P* < 0.05, FDR < 0.05). FastQC analysis indicated that the majority of reads across all samples had a Phred quality score above 30, demonstrating high base-calling accuracy. Each biological replicate yielded between 150 million and approximately 250 million reads. Over 70% of reads were uniquely mapped to the mouse reference genome, indicating high mapping efficiency. Importantly, all samples displayed similar sequencing quality metrics, supporting the consistency and comparability of the dataset (Supplementary Table 2). The alignment resulted in a total of 55,488 gene counts. 

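The deposited table lists 55487 genes, each by its Ensembl identifier and symbol. Of these identifiers, 55141 are in the GENCODE M21 annotation of GRCm38, and 114 symbols belong to more than 1 identifier. A read was counted in at least 1 library for 34419 genes, and at least 10 reads in every library for 15046. The 37 mitochondrial genes listed had 0 reads in all 6 libraries.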

All RNA-seq data processing and downstream analyses were performed using R, with subsequent downstream analysis done via Ingenuity Pathway Analysis (IPA) (v24.0.1) and InstantClue (v 0.11.1).

### Quantitative PCR

For quantitative PCR analysis, total RNA was extracted from neural retina using a RNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. 250 ng of DNAse-treated RNA was reverse-transcribed using a Verso Enzyme cDNA synthesis kit (Thermo Fisher Scientific, Waltham, MA, USA). cDNA amplification was performed with gene-specific primers listed in Supplementary Table 1. Real-time PCR was performed using Radiant SYBR Green Low-ROX qPCR mix (Alkali Scientific, Pompano Beach, FL, USA) on a QuantStudio 3 Real-Time PCR System (Bio-Rad). Each assay was run in biological duplicates or triplicates, with two to three technical replicates per assay. β-actin served as the endogenous control for relative quantification of gene expression levels between samples using the comparative Ct method [25]. Subsequently, the 2^ΔΔ*Ct*^ method was used to evaluate the relative expression level (fold change).

### ddPCR

Reaction mixtures were prepared with primers (250 nM), template DNA (250 ng), and QX200™ ddPCR™ EvaGreen Supermix (Bio-Rad: 1,864,034) in a volume of 20ul, according to the manufacturer’s instructions. Droplet generation and emulsified sample transfer to PCR plates were performed using the Bio-Rad QX200™ Droplet Generator according to the manufacturer’s protocol. The ddPCR plate was sealed using a foil heat seal (Bio-Rad: 1,814,040) and the PX1™ PCR Plate Sealer (Bio-Rad: 181–4000). For transcript quantification, the QX200 Droplet Digital PCR (ddPCR™) System (Bio-Rad) was utilized. The absolute quantity of DNA per sample (copies/µL) was analyzed using QuantaSoft software (v.1.7.4.097) and QuantaSoft Analysis Pro (v.1.0) for data analysis.

### EdU labeling

To label proliferating cells, 5-ethynyl-2′-deoxyuridine (EdU; 100 µg/g body weight) was administered via intraperitoneal injection at postnatal days P4.5, P7.5, P8.5, and P9.5. Eyes were harvested two hours after injection. EdU staining was performed according to the manufacturer’s protocol using the Click-iT EdU Imaging Kit (Invitrogen, C10340, Oregon, USA). Endothelial cell proliferation was assessed by counting cells double-labeled with isolectin and EdU. For dark-rearing (DD) experiments, pregnant dams were transferred to a dark room shortly before delivery, and the pups were maintained in constant darkness until P7.5. On P7.5, EdU was injected at circadian time (CT) 12:00 pm using a head-mounted red light to minimize light exposure. Pups remained in darkness for two hours post-injection before enucleation.

### EdU normalization by vessel density

To account for differences in vessel density between day and night, EdU + cell counts were normalized to the corresponding vessel density for each sample. Vessel density was measured as the total vascular area within a region of 513 × 417 pixels. Normalized EdU counts were obtained as a ratio of total EdU + cells and vessel density. Cell counts were done with QuPath software and Angiotool for vessel density counts [26, 27].

### Photopic negative response and electroretinograms

Mice were anesthetized using a combination of ketamine (80 mg/kg) and xylazine (16 mg/kg), diluted in saline solution. To induce mydriasis, eye drops containing 1% mydriacyl, 1% cyclopentolate HCl, and 2.5% phenylephrine HCl were applied, and 0.5% proparacaine HCl was used to locally anesthetize the corneal surface. During electroretinogram (ERG) recording, animals were kept warm on a temperature-controlled heating pad. ERG signals were captured from the corneal surface using a stainless-steel electrode, which was placed in contact with the cornea through a thin layer of 0.7% methylcellulose. Subcutaneous needle electrodes in the cheek and tail served as reference and ground electrodes, respectively. White light flashes, ascending in intensity from 0.4 to 2.2 log cd s/m^2^, were deliveredagainst a green light background at 40 cd/m^2^ for light adaptation. The ERG signals were amplified (0.3–300 Hz), digitized at 1000 Hz, and averaged over 25 trials using the UTAS Bigshot Electrophysiology System (LKC Technologies, Gaithersburg, MD, USA), with a 60 Hz notch filter applied. The b-wave amplitude was measured from the trough of the a-wave, and the photopic negative response (PhNR) amplitude was quantified from the baseline to its trough. The ratio of PhNR amplitude to b-wave amplitude was calculated to assess the RGC’s function.

### Statistical analysis

Statistical analyses were conducted using GraphPad Prism 9.0 (La Jolla, CA, USA) and SPSS Statistics Subscription (Version 29). For PhNR analysis, repeated measures ANOVA was employed to detect overall differences in the PhNR/b-wave amplitude ratio between mutant and control groups across five stimulus luminance levels. The dependent variable was the PhNR/b-wave ratio. Stimulus luminance (five levels) served as the within-subject fixed factor, while genotype (mutant vs. control) was the between-subject fixed factor. This design enabled evaluation of both the main effect of genotype and the interaction between genotype and luminance. Dark-adapted and light-adapted ERG component amplitudes were similarly evaluated across four to ten stimulus luminance levels. Assumptions of normality and sphericity were tested before analysis. Mauchly’s test was used to assess sphericity; if violated, the Greenhouse–Geisser correction was applied. Post hoc pairwise comparisons with Bonferroni correction were performed to identify specific luminance levels at which significant differences between groups occurred. Additional analyses using *t*-tests and one-way ANOVA were conducted where appropriate. A significance threshold of α = 0.05 was applied for all statistical tests.

## Results

### Endothelial loss of Bmal1 impairs retinal vascular development

Bmal1 is a critical component of the circadian clock; therefore, deletion of Bmal1 is often used as a common strategy to disrupt the clock function. Bmal1 was deleted from endothelial cells postnatally using the Pdgf-icreER transgenic animals as previously described [11]. At P7.5, loss of Bmal1 results in reduced vessel density (Fig. 1A′, B′, A′′) compared to the control retina (Fig. 1A, B, A′′, F, F′). Vascular density is similar between tamoxifen injected Pdgf-icreER and Bmal1^FL/FL^ animals; hence, Bmal1^FL/FL^ animals served as the control animals in all experiments. Furthermore, there is no difference in vascular density between the tamoxifen injected and uninjected animals thereby eliminating the possibility of nonspecific Cre expression without tamoxifen induction (Supplementary Fig. 1). In addition to reduced vessel density, the distance from the optic nerve head to the angiogenic front is significantly shorter in Bmal1 mutant retinas compared to controls (Fig. 1A, A′, B′′), suggesting that vessel migration is also affected. As angiogenesis progresses, angiogenic sprouts emerge from the superficial layer and penetrate the deeper layer, where they continue to proliferate, to give rise to the deeper vascular plexus. In control retina, as expected at P7.5, several angiogenic sprouts are detected, but in Bmal1;CKO animals, there is a complete absence of sprouts, indicating delayed vascular growth in the mutant retina (Supplementary Fig. 6, Supplementary Video 1, Supplementary Video 2). The superficial layer is completed by P7.5 and by P24.5; all three vascular layers, namely the superficial, intermediate, and deep layers, are fully formed. To assess whether loss of Bmal1 affects the growth of intermediate and deep layer vasculature, we quantified vessel density in these layers. At P24.5, vessel density in the intermediate layer is reduced in Bmal1; CKO animals compared to controls (Fig. 1C-D′′ F, F′). Although the density is much lower in the deeper layer, it is not significantly different compared to controls (Fig. 1E-E′′, F, F′). Thus, loss of Bmal1 from the VECs results in an overall reduction in retinal vessel density.

**Fig. 1:**
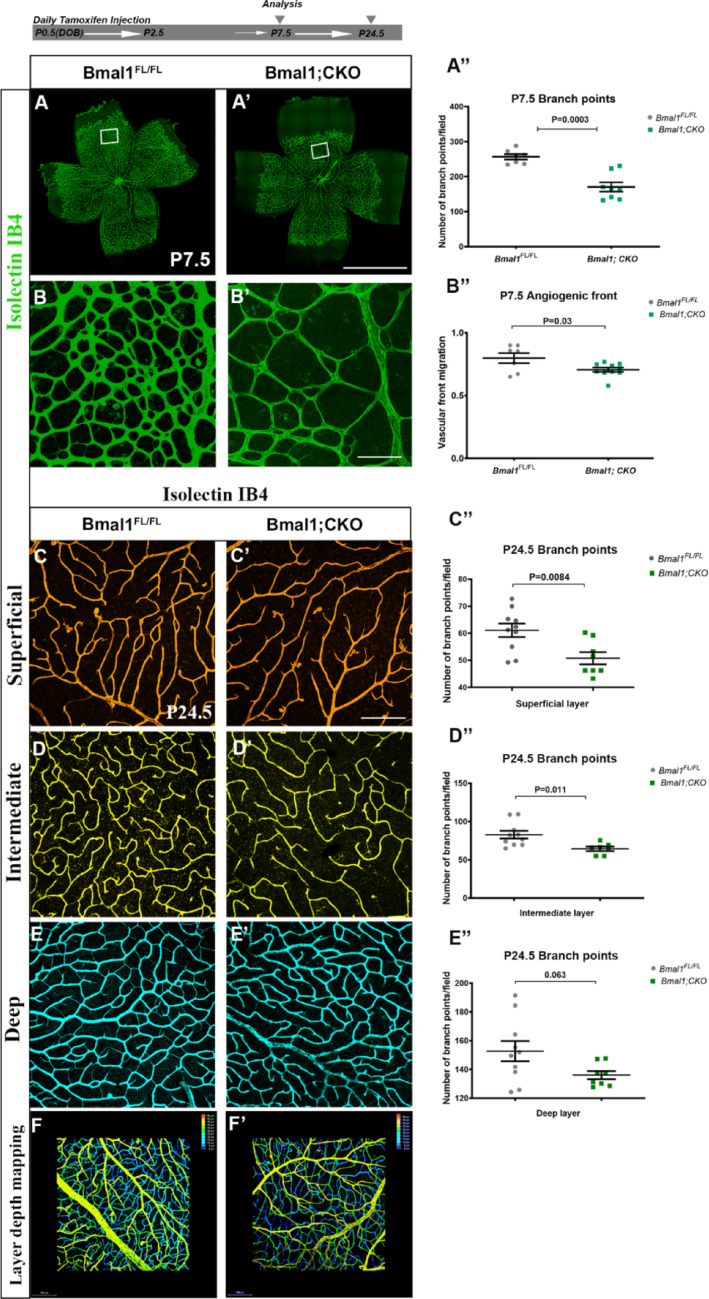
Endothelial-specific Bmal1 deletion leads to defects in retinal angiogenesis: For endothelial-specific Bmal1 deletion, pups were injected with tamoxifen from the day of birth (P0.5) through P2.5, and eyes were harvested at different ages as indicated. (**A**, **A**′) Retinal flat mounts labeled with Isolectin-IB4 to visualize retinal vasculature at P7.5. (**B**, **B**′) Higher magnification images of the boxed regions highlighting differences in vessel density between groups. (**A**′′, **B**′′) Bmal1; CKO pups show a significant reduction in vascular density (A′′) in the remodeling area, along with delayed angiogenic front migration (B′′) compared to Bmal1^FL/FL^ controls. Representative layer-specific flat mount images of Isolectin-stained retinas from Bmal1^FL/FL^ (**C**, **D**, **E**) and Bmal1;CKO (**C**′, **D**′, **E**′) animals. (**C**′′, **D**′′, **E**′′) Quantification of vessel density in superficial, intermediate, and deep layers. Note that only superficial and intermediate layers show significant density reduction in Bmal1;CKO when compared to Bmal1^FL/FL^ controls at P24.5. (F, F′) Depth-coded images of all three vascular layers, with yellow indicating the superficial layer, green the intermediate layer, and blue the deep layer. Statistical significance was calculated using Student’s t-test, and each data point represents a single eye. Error bars represent ± SEM, with *n* = 7–10. Scale bars: 800 µm (flat mounts, A′), 50 µm (field images, B′ and C′), and 100 µm (F and F′), respectively

### Deletion of endothelial period 2 (Per2) affects deep layer vasculature

To determine whether Bmal1 regulates vascular development independent of its function as a component of the molecular clock, a similar strategy was used to delete Per2, the negative regulator of Bmal1/Clock heterodimer complex. Per2 conditional knockout (Per2; CKO) animals, at P7.5, phenocopy the vascular defects observed in the Bmal1; CKO animals with reduced vascular density (Fig. 2A, A′, A′′) and migration (Fig. 2B, B′, B′′). These effects are transient, and by P24.5, the superficial and intermediate layers of the Per2; CKO and the Per2^FL/FL^ retinas are similar (Fig. 2C, D) but the vessel density in the deeper layer is significantly lower (Fig. 2E). Deeper vascular layer develops before the intermediate layer; thus, reduced vessel density in the Per2; CKO retina is not due to a developmental delay but is more likely due to a specific role of Per2 in the growth of the deeper vascular layer. Reduced vessel density could be due to increased apoptosis, failure of cell proliferation, or both. To examine whether proliferation was affected, Bmal1; CKO and Per2; CKO animals were injected with EdU, an S-phase marker, at P4.5 or at P8.5/P9.5. As seen in Fig. 2F-i′, Bmal1; CKO (Fig. 2G, g′, J, Supplementary Fig. 5A-E) and Per2; CKO (Fig. 2I, i′, K, Supplementary Fig. 5F-J) animals show significantly lower numbers of S-phase positive cells compared to their respective controls (Fig. 2F, f′, H, h′, J, K), irrespective of the age when proliferation was assessed. Furthermore, there is a significantly lower number of caspase-3 positive apoptotic endothelial cells in Bmal1; CKO retinas compared to controls, thus eliminating cell death as a cause of reduced vessel density (Fig. 2L-N). Overall, this data suggests that circadian clock genes Bmal1 and Per2 regulate retinal VEC proliferation during developmental angiogenesis.

**Fig. 2:**
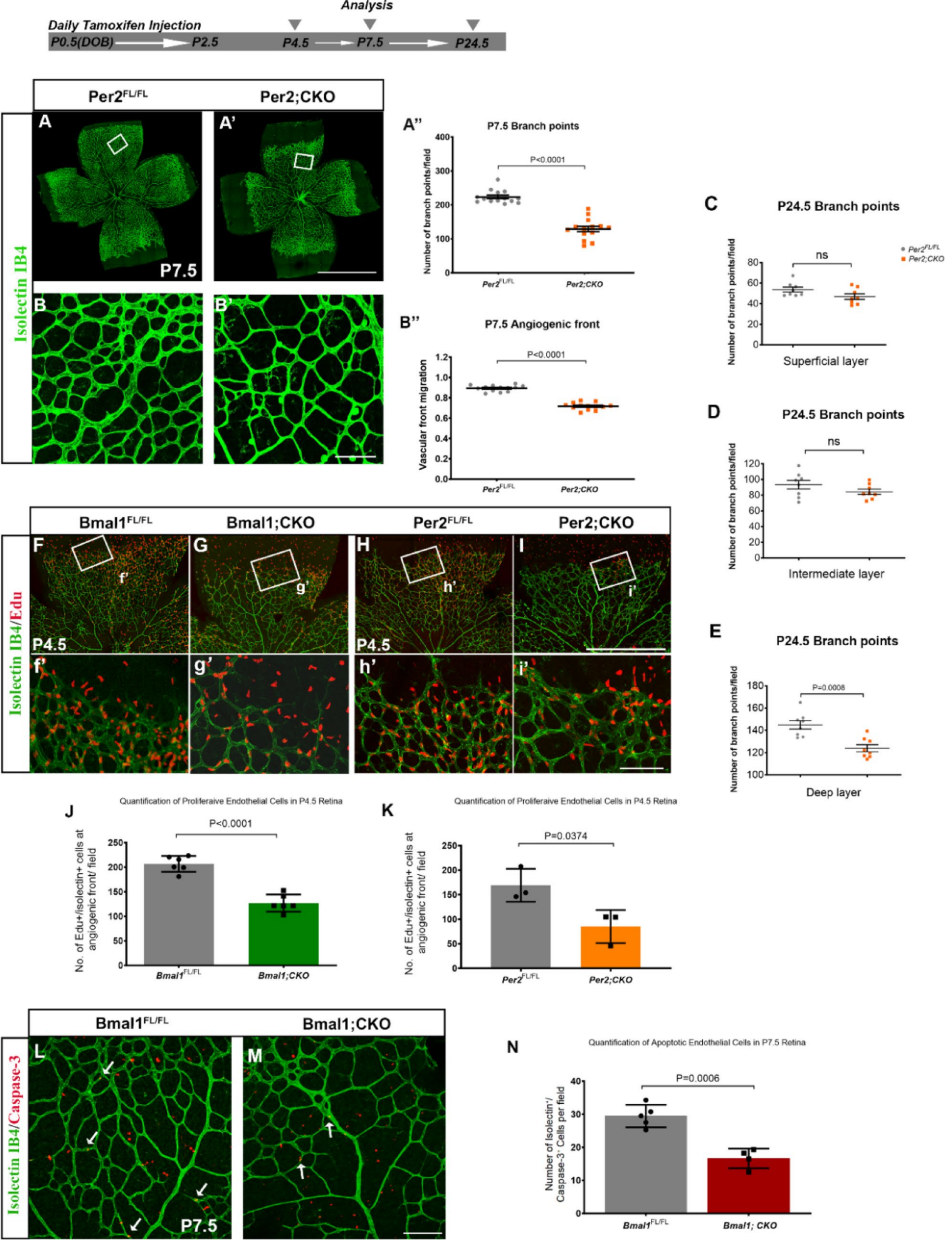
Per2 deletion transiently disrupts the superficial vascular layer and significantly affects the deeper layer: (**A**, **A**′) Retinal flat mounts stained with Isolectin IB4 to label endothelial cells. (**B**, **B**′) Representative higher magnification images of boxed regions to illustrate differences in vessel density at P7.5. (**A**′′, **B**′′) Per2;CKO animals show a significant decrease in angiogenic front migration and vessel density in the remodeling area when compared to Per2^FL/FL^. (**C**, **D**, **E**) Quantification of P24.5 vessel density in Per2^FL/FL^ vs Per2;CKO animals, from the superficial (C), intermediate (D), and deep (E) vascular layers. Vessel density in the superficial and intermediate layers is not significant, but the deeper layer is significantly reduced in the Per2;CKO animals. (**F**, **G**, **H**, **I**) Representative images from P4.5 retinal flat mounts stained with Isolectin-IB4 (green) to mark endothelial cells and EdU (red) as an S-phase proliferation marker. (**f**′, **g**′, **h**′, **i**′) Higher magnification images of the highlighted boxed regions reveal differences in EdU density between the groups. (**J**, **K**) Graph shows quantification of EdU + /Isolectin + cells from both Bmal1;CKO and Per2;CKO retinas, indicating a significant reduction in EdU + cells in both groups. (**L**, **M**) Field images of retinal wholemounts stained with Isolectin-IB4 (green) and Caspase-3 (red) from Bmal1^FL/FL^ control (L) and Bmal1;CKO mutant (M) retinas, white arrows indicate the Isolectin/caspase-3 + cells. (**N**) Mutant retinas show reduced numbers of Isolectin⁺/caspase-3⁺ (apoptotic endothelial) cells compared to controls. All retinas were collected at noon (ZT6). Significance was determined using a student’s t-test. Each data point represents a single eye. Error bars represent ± SEM. *n* = 3–14. The scale bars on flat mounts and field images are 800 µm (A′), 50 µm (B′, i′, M), and 100 µm (I), respectively

### Bmal1 regulates cell cycle-related transcriptional networks within the endothelial cells

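VECs of P7.5 retinas were sorted from 3 Bmal1 FL/FL;tdTomato FL/+;Pdgf-icreER (Bmal1;CKO) and 3 tdTomato FL/+;Pdgf-icreER (control) animals, which had received tamoxifen from P0.5 to P2.5, and the retinas were collected at ZT6. Total RNA was amplified with the Smart v4 kit, and Nextera XT libraries were sequenced with paired-end reads. The authors trimmed the reads with Trimmomatic, aligned them to mm10 (GRCm38) with Bowtie and counted them per gene with featureCounts. They deposited the counts after division by the DESeq2 size factor of each library, here called normalized counts. The size factors of the 6 libraries lay between 0.711 and 1.40, and multiplying by them gave whole reads for 100% of the values. Libraries are numbered as in the table and in Fig. 3A, with 1 to 3 for control and 4 to 6 for Bmal1;CKO. Control libraries 1, 2 and 3 had 87212411, 80277953 and 104017800 reads on genes. Bmal1;CKO libraries 4, 5 and 6 had 71145068, 99298983 and 93476814. The paper's Supplementary Table 2 lists between 115298575 and 167743392 mapped reads per library, whereas all values here rest on the reads counted on genes. Between 21598 and 27904 genes had a read in a library. Apoe alone took 5.34% to 15.5% of the reads of a library, and annotated pseudogenes took 10.4% to 15.0%. The groups were compared with limma-trend on log2(normalized count + 1) over the 20459 genes with at least 10 reads in at least 3 libraries, with Benjamini-Hochberg adjustment. An exact permutation test of 3 libraries against 3 can reach no p below 0.1.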

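Bmal1, listed as Arntl (ENSMUSG00000055116), lies on the forward strand of chromosome 7 of GRCm38 from 113207464 to 113314126. Its transcript had 2706 ± 915 normalized counts (SD, n = 3) in control and 2314 ± 492 (SD, n = 3) in Bmal1;CKO. The log2 fold change was -0.19 (standard error 0.36, adjusted p = 0.924 from limma-trend), and the groups overlapped (two-sided exact permutation test, p = 0.6). Leaving out 1 library at a time gave log2 fold changes from -0.49 without control library 1 to 0.03 without control library 2, so the direction rested on 1 library. The table holds 1 value per gene, and reads on the floxed exon alone were not analysed here.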

To identify the endothelial-specific molecular pathways regulated by Bmal1, we performed transcriptomic analysis of isolated retinal VECs. 

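Marker genes of the retinal cell types were followed in the sorted cells. The 14 endothelial markers had a median of 2841 to 9109 normalized counts per library, with Cldn5 between 60099 and 201094. The 9 markers of microglia and macrophages had a median of 39021 to 118104, with C1qb between 594051 and 1855096, and all 9 had at least 10 reads in every library. The ratio of the microglial to the endothelial median ran from 7.43 in control library 2 to 34.0 in Bmal1;CKO library 5. The 12 rod markers had a median of 12783 to 46340.3 normalized counts. Medians were 8508 to 12636 for Müller glia, 1227 to 3399 for cones and 992 to 2446 for bipolar cells. They were more uneven for amacrine cells (23.4 to 614), ganglion cells (35.7 to 384), astrocytes (32.0 to 1167), pericytes (11.7 to 5207) and erythroid cells (59.1 to 908), and control library 1 was the lowest in each of these 5 lists.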

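Between the groups, 13 of the 14 endothelial markers were lower in Bmal1;CKO, with a median log2 fold change of -0.50 (adjusted p = 0.000294 over the 12 marker lists, limma's camera with a preset correlation of 0.01). The rod markers were lower in 11 of 12 genes (median -0.33, adjusted p = 0.000744 by camera) and the bipolar markers in 6 of 8 (median -0.60, adjusted p = 0.0318 by camera). None of these lists held when camera estimated the correlation (adjusted p = 0.753 for each) or under fry (0.770). Without Bmal1;CKO library 4 the rod median was 0.04 and the bipolar median -0.34, and without control library 1 the endothelial median was -0.16. The medians of the other cell types were 0.47 for cones, 0.68 for amacrine cells, 0.34 for ganglion cells, 0.37 for Müller glia, 0.63 for astrocytes, -0.08 for pericytes, 0.40 for microglia and -1.0 for erythroid cells, with adjusted p between 0.176 and 0.689 by camera. Without control library 1 the cone, amacrine, ganglion cell and astrocyte medians turned negative, at -0.15, -0.30, -0.57 and -0.43. With edgeR's fold changes the ganglion cell and astrocyte medians were -0.13 and -0.13 under TMM scaling and -0.12 and -0.12 under the size factors. The pericyte and erythroid medians became 1.97 and 0.14 without control library 3. The Müller glia median was 0.03 without control library 1, and the microglia median 0.07 without control library 2.

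**Figure D1:**
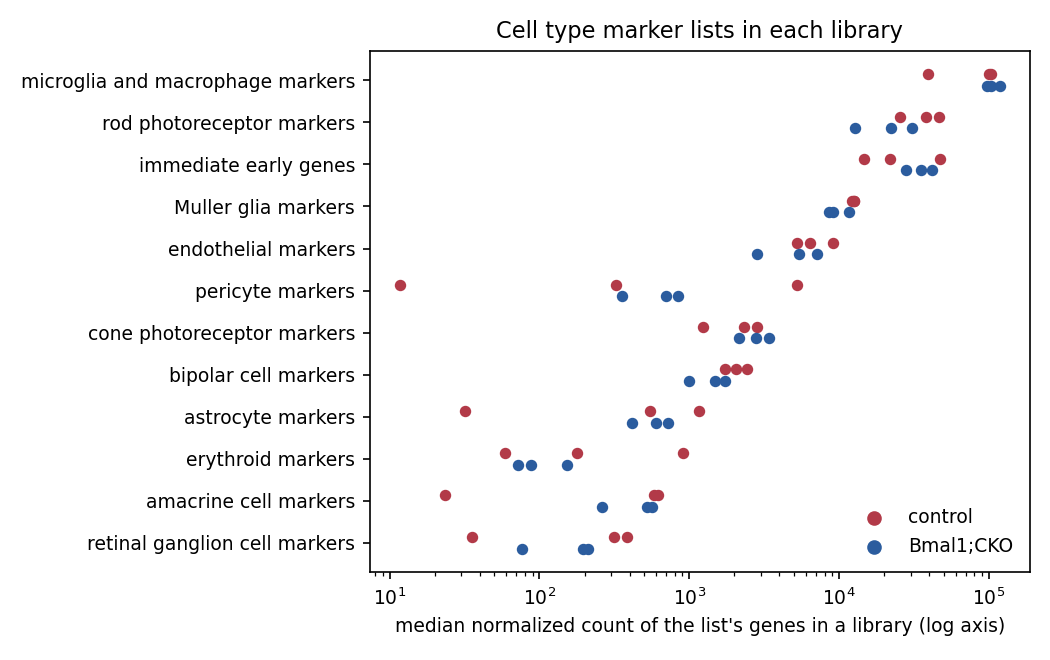
Median normalized count of each marker list (log axis) in the 6 libraries, with 1 point per library, control libraries 1 to 3 and Bmal1;CKO libraries 4 to 6. The microglia, rod and Müller glia lists lie above the endothelial list in every library.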

Cre recombinase-mediated reporter labeling of endothelial cells was used as a strategy to FAC sort VECs from P7.5 retina, as previously reported [11]. Labeled endothelial cells represented approximately < 0.1% of the total retinal cells, which is an accurate reflection of the retinal endothelial cell population. 

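Pearson correlation was computed on log2(normalized count + 1) of the 20459 tested genes. The 3 pairs of control libraries had coefficients of 0.791 to 0.878 (mean 0.822), the 3 pairs of Bmal1;CKO libraries 0.906 to 0.944 (mean 0.922) and the 9 pairs across the groups 0.797 to 0.929 (mean 0.867). Pairs within groups exceeded pairs across groups by 0.00457 on average. Of the 10 splits of the libraries into 3 and 3, 3 gave a difference at least this large (one-sided exact permutation test, p = 0.3). The difference lay between -0.0249 and -0.0178 without a Bmal1;CKO library and between 0.0177 and 0.0446 without a control library. Its sign thus followed the group that lost a library. The mean within groups pools the pairs of both groups, and control pairs had the lower coefficients. These fits therefore cannot show that the separation rests on a single library. With the 500 most variable genes it was 0.0377 (exact permutation test, p = 0.2). Control library 1 had the lowest mean coefficient to the other libraries (0.808). Control library 3 correlated more with Bmal1;CKO libraries 6 and 5 (0.929 and 0.921) than with control library 2 (0.878). Hierarchical clustering with 3 clusters gave control library 1, control library 2, and a cluster of control library 3 with the 3 Bmal1;CKO libraries. In the principal components of the 500 most variable genes, the first carried 60.9% of the variance and the second 17.6%. Control library 1 lay at -129.5 on the first component, and the other libraries between 15.1 and 34.8. On the second component, Bmal1;CKO libraries 4 to 6 lay at 33.8, 15.9 and 8.97 and control libraries 1 to 3 at 4.61, -66.2 and 2.84. The groups did not overlap on this component.

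**Figure D2:**
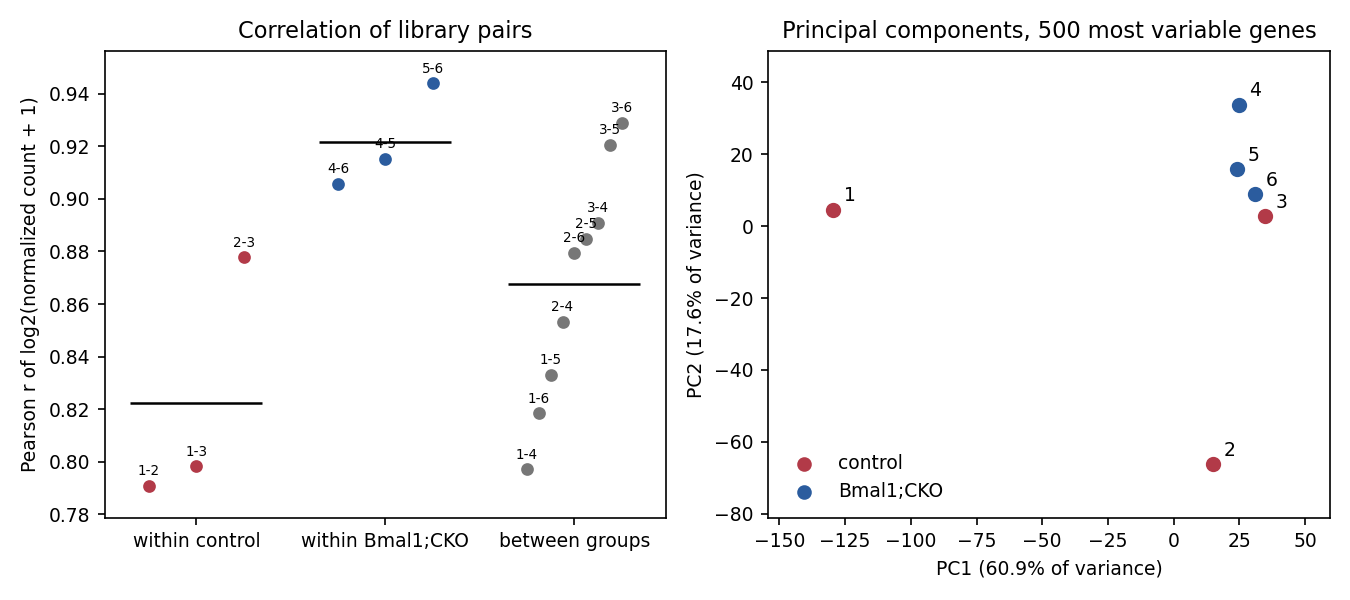
Left, Pearson coefficient of each pair of libraries, within control, within Bmal1;CKO and between the groups, with lines at the means of 0.822, 0.922 and 0.867. Right, the first 2 principal components (60.9% and 17.6% of the variance), with 1 point per library. Control libraries 1 and 2 lie apart from the other libraries. On the second component all Bmal1;CKO libraries lie above all control libraries.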

Pearson correlation coefficient and unsupervised hierarchical clustering analyses (Fig. 3A) show a clear separation between control and Bmal1; CKO, which is further confirmed by principal-component analysis (Fig. 3B). Differential expression patterns between the groups are illustrated in the heatmap (Fig. 3C) with some genes highlighted in the volcano plot that are specific to cell cycle related pathways (Fig. 3D). 

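Among the genes labelled in Fig. 3D, Egr2 (ENSMUSG00000037868, chromosome 10 of GRCm38, 67535474 to 67542188) had 4144 ± 442 normalized counts (SD, n = 3) in control and 8834 ± 1198 (SD, n = 3) in Bmal1;CKO, a log2 fold change of 1.09 (standard error 0.23). Ccn1 (ENSMUSG00000028195, chromosome 3, 145646975 to 145649981) had 7287 ± 1918 and 24831 ± 10095 (SD, n = 3 each), a log2 fold change of 1.73 (standard error 0.35). The 15 genes of an immediate early list that left out Egr2 and Ccn1 had positive log2 fold changes as well. In 9 of them, however, control library 1 lay above the lowest Bmal1;CKO library. The adjusted p of that list was 1.15e-06 by camera, 0.753 with an estimated correlation and 0.770 by fry. Cdk5rap1 (ENSMUSG00000027487, chromosome 2, 154335379 to 154373010) rose from 597 ± 430.1 to 3774 ± 1282 (SD, n = 3 each), a log2 fold change of 3.10 (standard error 0.81) that fell to 2.11 without control library 1. Unc5d (ENSMUSG00000063626, chromosome 8, 28646716 to 29219636) fell from 410.1 ± 107 to 121 ± 22.6 (SD, n = 3 each), a log2 fold change of -1.74 (standard error 0.59). Ccne2 (ENSMUSG00000028212, chromosome 4, 11191350 to 11204779) fell from 351 ± 195 to 91.0 ± 48.3 (SD, n = 3 each), a log2 fold change of -1.96 (standard error 0.80). Mtnr1a (ENSMUSG00000054764, chromosome 8, 45069136 to 45088506) had 0 reads in every control library and 159 ± 76.2 normalized counts (SD, n = 3) in Bmal1;CKO, at least 55.3-fold higher than the level that 3 reads would give. In each of these 6 genes the 3 libraries of one group lay above the 3 of the other (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). By limma-trend the adjusted p was 0.329 for Mtnr1a, 0.700 for Ccn1, 0.825 for Egr2 and 0.883 for Cdk5rap1, Unc5d and Ccne2. Over the alternative tests and filters, the adjusted p ran from 3.65e-08 to 0.999 for Mtnr1a, from 0.00477 to 1.00 for Ccn1, from 0.00550 to 1.00 for Egr2, from 0.00627 to 1.00 for Unc5d, from 0.0390 to 1.00 for Cdk5rap1 and from 0.237 to 1.00 for Ccne2, with the lowest values from DESeq2.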

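By limma-trend, 0 of the 20459 tested genes had an adjusted p under the FDR of 0.05, and 1007 (4.92%) had an unadjusted p under 0.05. The smallest adjusted p was 0.110, for Rpl29. The 3 libraries of one group lay above all 3 of the other in 2283 genes (11.2%), where chance gives 10%. Of these, 1354 were higher and 929 lower in Bmal1;CKO. edgeR's quasi-likelihood test, with TMM scaling or with the size factors of DESeq2, and limma-voom also gave 0 genes at FDR < 0.05, with 777, 789 and 996 at an unadjusted p under 0.05. DESeq2's Wald test on the same genes gave 34 genes with a normal prior on the fold changes and 67 without shrinkage, 42 higher and 25 lower. The largest count came from DESeq2 without shrinkage over the 34419 genes with any read, a setting chosen after seeing the data, which called 164 genes, 115 higher and 49 lower. The authors' deposited table lists 78 genes at FDR < 0.05, of which 73 have an absolute log2 fold change over 1. All 78 were among the 80 genes called by DESeq2 with the prior over all genes with a read, likewise chosen after seeing the data. Without control library 1, limma-trend called 6 genes, 5 of them shared with the authors' 78.

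**Figure D3:**
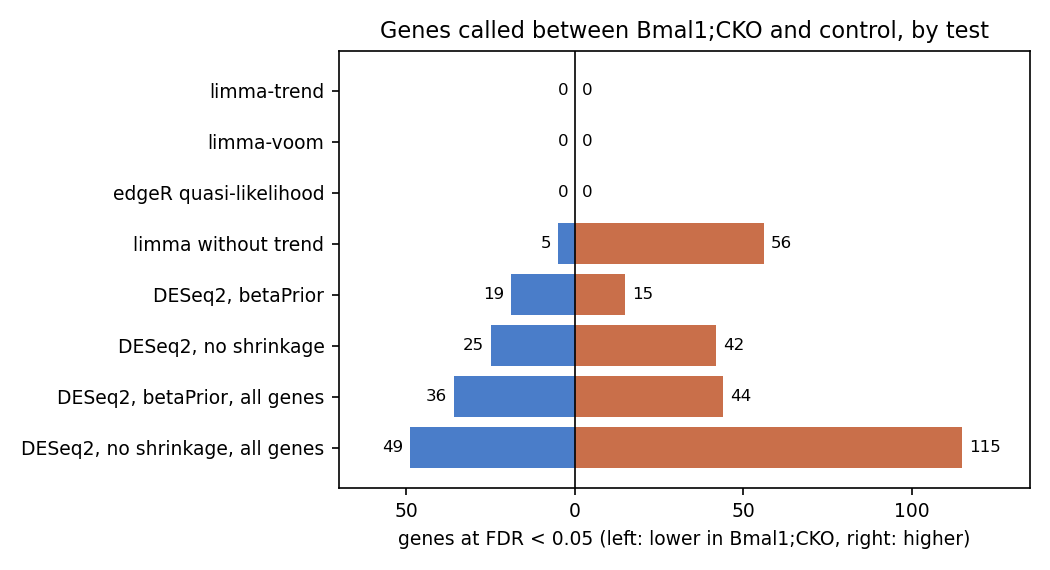
Number of genes at FDR < 0.05 under each test, lower in Bmal1;CKO to the left and higher to the right. The counts run from 0 with limma-trend, limma-voom and edgeR to 164 with DESeq2 without shrinkage over all genes with a read.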

For differential expression analysis, we considered genes with a false discovery rate (FDR) < 0.05 as significant, identifying 42 upregulated and 36 downregulated genes in Bmal1;CKO endothelial cells compared to controls that are listed in the heatmap and the volcano plot. These significant gene lists did not show any changes in the known clock gene components. This could be due to the stringent parameters used for the analysis. Thus, we also analyzed the data using a cutoff of *P* < 0.05. This analysis revealed 621 upregulated and 775 downregulated genes, which also included Period2, the negative regulator of Bmal1 (Supplementary Fig. 11).

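All 20 clock genes listed for this comparison, among them Bmal1, Clock, Npas2, the Per and Cry genes and the REV-ERB and ROR genes, were tested. Of these, 13 were higher and 7 lower in Bmal1;CKO, with a median log2 fold change of 0.21 (adjusted p = 0.870 by camera over the 9 gene lists) that was 0.04 without control library 3. At an unadjusted p under 0.05 there were 2, Nr1d2 and Per2. By limma-trend 0 reached FDR < 0.05 over all genes tested, and 0 did adjusted over the list alone. Nr1d2 had 844 ± 332 normalized counts (SD, n = 3) in control and 361 ± 103 (SD, n = 3) in Bmal1;CKO, a log2 fold change of -1.19 (standard error 0.50). Nr1d1 had 571 ± 533 and 1181 ± 393 (SD, n = 3 each), and its log2 fold change of 2.31 became 0.48 without control library 1, where it had 14 reads. Clock had 908 ± 191 and 1122 ± 541 (SD, n = 3 each), and Dbp 1612 ± 352 and 1847 ± 161 (SD, n = 3 each). Cry1 and Cry2 had log2 fold changes of -0.29 and 0.26, smaller than the spread between the libraries of a group, and that of Cry2 was -0.28 without control library 1.

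**Figure D4:**
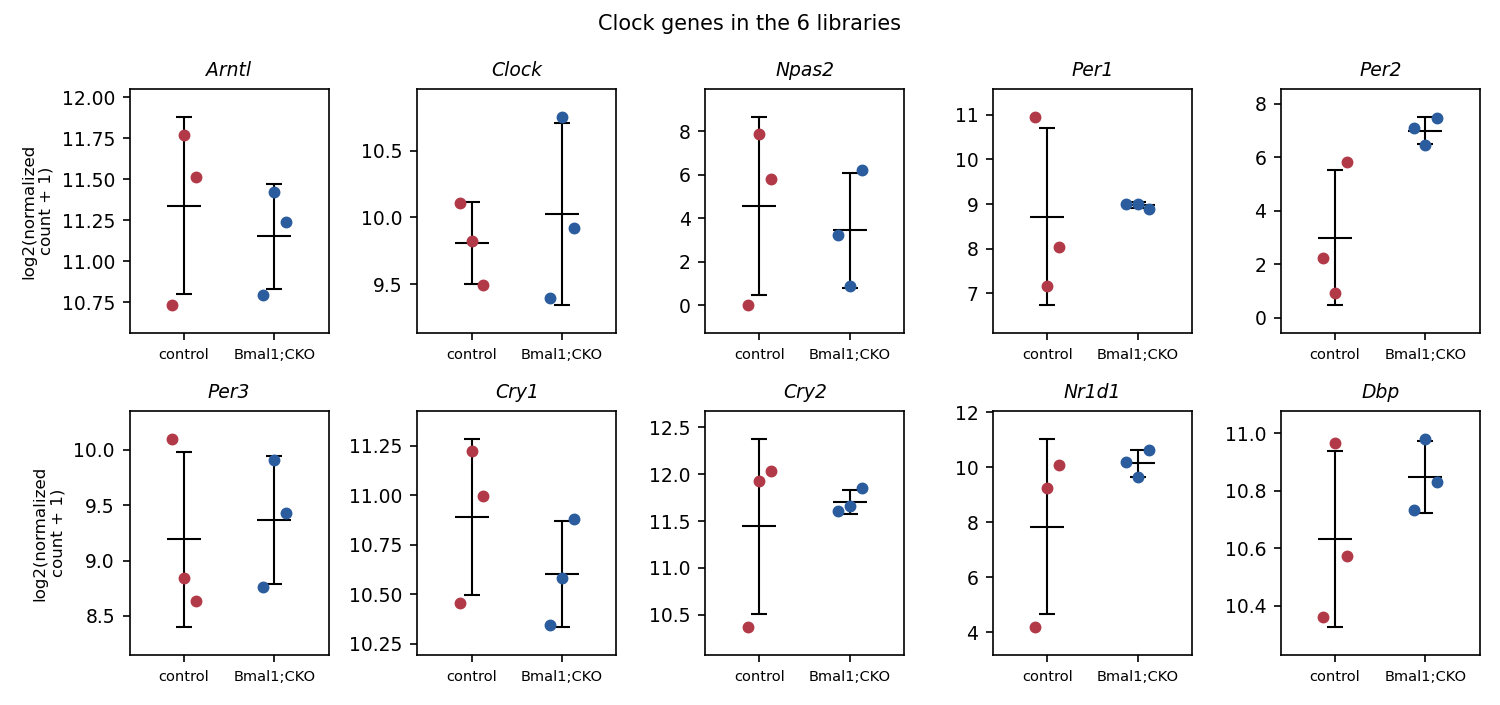
log2(normalized count + 1) of 10 clock genes in control and Bmal1;CKO, with 1 point per library and the mean ± SD of 3 libraries. The groups overlap in 9 of the genes, and the Bmal1;CKO libraries lie above the control libraries for Per2.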

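By limma-trend, 648 genes were higher and 359 lower in Bmal1;CKO at an unadjusted p under 0.05, so that 64.3% of these genes were higher. The share depended on the test, the filter on reads and single libraries. It was 50.1% with edgeR and TMM scaling and 50.7% with edgeR and the size factors, and both put the median log2 fold change of all tested genes at -0.03, against 0.11 by limma-trend. With limma-trend on TMM-scaled log2 CPM it was 65.0%, so TMM scaling by itself left it in place. Among the genes with at least 10 reads in every library, a filter that drops genes absent from one group, it was 47.6%. It was 68.4% among the genes with at least 1 read in total and 68.5% with limma-voom. It was 51.5% without Bmal1;CKO library 6 and 72.3% without control library 2. Leaving out 1 library at a time gave 269 to 1493 higher and 154 to 951 lower genes, with both highest counts without control library 3. The authors' deposited table lists 617 higher and 768 lower genes at p < 0.05. Per2 (ENSMUSG00000055866, chromosome 1 of GRCm38, 91415981 to 91459324) had 19.9 ± 30.5 normalized counts (SD, n = 3) in control and 132 ± 43.3 (SD, n = 3) in Bmal1;CKO. Control libraries 1, 2 and 3 had 3, 1 and 77 reads on it. All 3 Bmal1;CKO libraries lay above the control libraries (two-sided exact permutation test, p = 0.1). Its log2 fold change was 4.00 (standard error 1.41), between 2.98 and 5.41 with 1 library left out, with an unadjusted p of 0.0227 and an adjusted p of 0.883 from limma-trend. Over the alternatives its adjusted p lay between 0.204 and 1.00. In the authors' deposited table, Per2 has a log2 fold change of 0.89 and a p of 0.0588.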

**Fig. 3:**
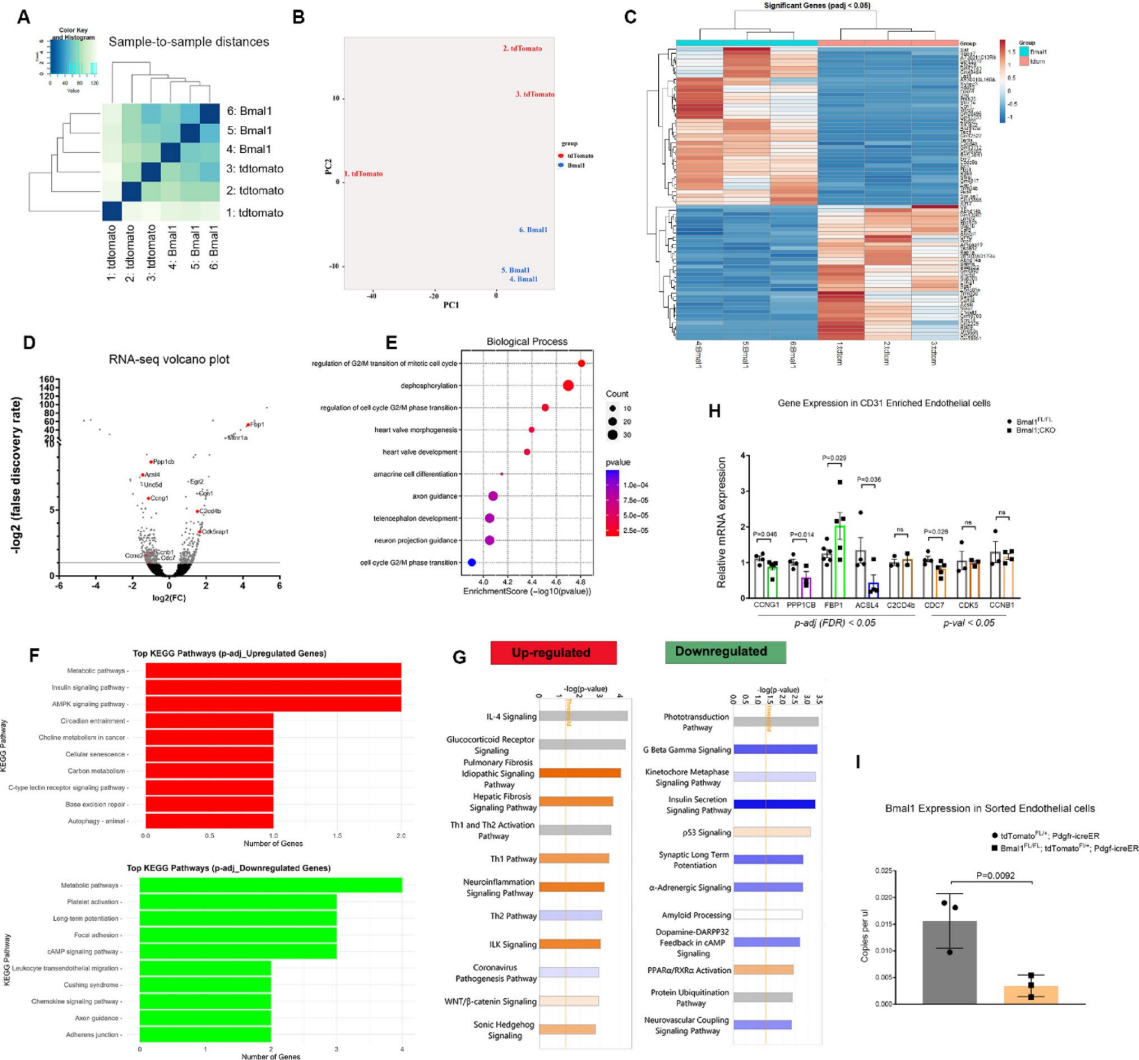
RNA-seq analysis and validation using q-RTPCR: (**A**, **B**) Pearson’s correlation (A) and Principal Component Analysis (B) were performed on normalized RNA-seq data to assess intra- and inter-group sample variability and identify any potential outliers. tdTomato represents the control group (tdTomato^FL/+^; Pdgf-icreER), and Bmal1 is mutant group (Bmal1^FL/FL^; tdTomato^FL/+^; Pdgf-icreER). (**C**) Heatmap represents differentially expressed genes (adjusted *p* < 0.05) between the two groups. Gene-wise Z-score normalization was applied to visualize relative expression changes across samples. The heatmap shows top 10 distinct gene expression profiles between control and Bmal1 mutant endothelial cells. (**D**) A volcano plot of differentially expressed genes, with a few genes labeled that are related to cell cycle, angiogenesis and circadian rhythms. (**E**) The gene ontology (GO) biological processes associated with Bmal1 targets are indicated. The x-axis represents the enrichment factor, and the y-axis represents the specific GO biological process. The bubble size indicates the number of targets enriched within each term, and color reflects the p-value. (**F**) Bar graph of top ten differentially expressed genes based on adjusted p-values, with upregulated genes shown in red and downregulated genes in green. (**G**) Ingenuity Pathway Analysis (IPA) represented as a horizontal bar graph illustrates the top upregulated and downregulated biological pathways based on changes in gene expression. (**H**) Quantitative RT-PCR data from CD31 bead-enriched endothelial cells show significant downregulation of differentially expressed genes associated with cell cycle regulation, like CDC7, CCNG1, PPP1CB, FBP1, and ACSL4. Other cell cycle genes like CCNB1, CDK5, and C2CD4b did not show any significant changes. β-actin was used as an internal reference control. (**I**) ddPCR quantification of Bmal1 copy numbers in the FAC-sorted enriched endothelial cells shows a significant reduction in Bmal1 transcript in the mutant (Bmal1^FL/FL^;tdTomato^FL/+^;Pdgf-icreER) compared to the control (tdTomato^FL/+^;Pdgf-icreER). *n* = 3–6. All retinas were collected at noon (ZT6). Error bars are represented by ± SEM. Two-tailed student’s t-test was used to determine significance, and each data point represents a single eye

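The groups were compared over Reactome sets close to the pathways of Fig. 3F, since KEGG was not used here. Of 16 sets tested with limma's camera, 4 had an adjusted p under 0.05, and with an estimated correlation or with fry there were 0. Metabolism, with 1205 tested genes, had 631 higher and 574 lower in Bmal1;CKO, 60 of them at an unadjusted p under 0.05, and an adjusted p of 0.399 by camera. Its median log2 fold change of 0.04 became -0.05 with edgeR's fold changes, under TMM scaling and under the size factors alike. Circadian Clock had 15 genes higher and 10 lower of 25 (median 0.21, or 0.03 without control library 1, adjusted p = 0.665 by camera). Cellular Senescence had 57 higher and 60 lower of 117 (median -0.01, or 0.07 without Bmal1;CKO library 5, adjusted p = 0.459 by camera). Signaling by Insulin receptor had 53 higher and 40 lower of 93 (median 0.10, adjusted p = 0.754 by camera), with a median of -0.03 without control library 1. Regulation of insulin secretion had 14 higher and 20 lower of 34 (median -0.19, or -0.09 without Bmal1;CKO library 5, adjusted p = 0.0789 by camera). Platelet activation had 79 higher and 88 lower of 167 (median -0.07, adjusted p = 0.0904 by camera), with a median of 0.02 without control library 3. Axon guidance had 153 higher and 116 lower of 269 (median 0.08, adjusted p = 0.665 by camera), and its median was -0.08 with edgeR under either scaling. In each of these 7 sets 0 genes reached FDR < 0.05 by limma-trend.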

Pathway enrichment analysis based on FDR < 0.05 revealed that the top 10 enriched pathways in Bmal1; CKO endothelial cells include metabolic pathways, circadian entrainment, and cellular senescence (Fig. 3F). 

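Of 7 Hedgehog pathway members and targets, 6 passed the filter on reads, 4 higher and 2 lower in Bmal1;CKO, with a median log2 fold change of 0.35, or 0.67 without Bmal1;CKO library 4 (adjusted p = 0.177 by camera, 0.0572 by fry). The median is the same with the genes at the floor in control set at their lower bounds. Hhip had 0, 0 and 3 reads in the control libraries and 42.9 ± 44.3 normalized counts (SD, n = 3) in Bmal1;CKO. Its Bmal1;CKO mean was at least 14.9-fold higher, a bound that leans on the highest library, since the SD exceeded the mean. By limma-trend 2 genes of the list, both at the floor in control, reached FDR < 0.05 when adjusted over the list alone, and 0 did over all genes tested. The fitted change of Hhip depends on the pseudocount. Ptch1 went the other way, from 719 ± 181 to 449 ± 19.9 normalized counts (SD, n = 3 each), a log2 fold change of -0.64 (standard error 0.42). The Reactome set Signaling by Hedgehog had 51 genes higher and 52 lower of 103, with a median of -0.01, or -0.09 without Bmal1;CKO library 4 (adjusted p = 0.110 by camera). Thyroid hormone signaling was not analysed here.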

When using a less stringent cutoff of *P* < 0.05, additional pathways such as Hedgehog signaling and thyroid hormone signaling, both of which are involved in circadian regulation were also enriched (Fig. 3G). Other prominently altered biological pathways include Wnt signaling, PPARα signaling, neurovascular coupling, p53 signaling, and cell cycle regulation (Fig. 3E, F, G). qPCR analysis of enriched endothelial cells further validated the transcriptional changes observed in the RNA-seq data. 

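The 7 tested direct β-catenin targets had a median log2 fold change of -0.24 in the sorted cells, with 2 higher and 5 lower in Bmal1;CKO. The Reactome set Signaling by Wnt had 100 genes higher and 110 lower of 210 (median -0.02, adjusted p = 0.293 by camera). The 9 tested PPARα targets had a median of -0.24, which was 0.08 when genes with any read were included, and the Reactome set of lipid metabolism regulated by PPARα had 12 genes higher and 6 lower of 18 (median 0.22, adjusted p = 0.533 by camera). The Wnt and PPARα target lists each had an adjusted p of 0.177 by camera. Reactome's Cell Cycle had 199 genes higher and 270 lower of 469, with a median of -0.09 and an adjusted p of 0.00778 by camera. M Phase had 91 higher and 137 lower of 228 (median -0.09, adjusted p = 0.00407), S Phase 50 higher and 67 lower of 117 (median -0.11, adjusted p = 0.0251) and G2/M Transition 44 higher and 54 lower of 98 (median -0.06, adjusted p = 0.110). The phototransduction cascade, among the pathways of Fig. 3G, had 22 of 26 genes lower (median -0.38, adjusted p = 1.45e-05 by camera). With the correlation estimated from the data, the adjusted p was 0.0867 for Cell Cycle, 0.166 for M Phase, 0.318 for S Phase and 0.274 for phototransduction. Single libraries moved several of these medians. The β-catenin targets lay at -0.04 without Bmal1;CKO library 5 and at -0.64 without library 6, and the PPARα targets at -0.14 without control library 3. The same library left out put M Phase at -0.15 and G2/M Transition at -0.00284. S Phase lay at -0.04 without control library 1, and Signaling by Wnt at -0.05 without control library 2.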

As shown in Fig. 3H, CCNG1, PPP1CB, FBP1, ACSL4, and C2CD4B were selected from the FDR-significant gene list, while CDC7, CDK5, and CCNB1 were chosen based on *P* < 0.05. Among these, CDC7, CCNG1, and PPP1CB, key regulators of the cell cycle, were significantly reduced in Bmal1; CKO endothelial cells. Additionally, ACSL4, involved in lipid metabolism, was downregulated, while FBP1, a gluconeogenic enzyme, was upregulated in Bmal1; CKO endothelial cells. 

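In the RNA-seq of the sorted cells, Ccng1 (ENSMUSG00000020326, chromosome 11 of GRCm38, 40748551 to 40755311) had 3969 ± 694 normalized counts (SD, n = 3) in control and 1671 ± 306 (SD, n = 3) in Bmal1;CKO, a log2 fold change of -1.25 (standard error 0.28). Ppp1cb (ENSMUSG00000014956, chromosome 5, 32458842 to 32517433) fell from 4478 ± 343 to 2168 ± 185 (SD, n = 3 each), a log2 fold change of -1.05 (standard error 0.24). Acsl4 (ENSMUSG00000031278, chromosome X, 142317992 to 142390535) fell from 735 ± 161 to 231 ± 50.9 (SD, n = 3 each), a log2 fold change of -1.67 (standard error 0.48). Fbp1 (ENSMUSG00000069805, chromosome 13, 62864752 to 62888282) had 1, 0 and 0 reads in the control libraries and 197 ± 32.1 normalized counts (SD, n = 3) in Bmal1;CKO, at least 68.5-fold higher. C2cd4b (ENSMUSG00000091956, chromosome 9, 67759436 to 67760930) rose from 388 ± 179 to 1457 ± 341 (SD, n = 3 each), a log2 fold change of 2.00 (standard error 0.50). Cdc7 (ENSMUSG00000029283, chromosome 5, 106964321 to 106984432) fell from 1294 ± 339 to 447 ± 322 (SD, n = 3 each), a log2 fold change of -1.79 (standard error 0.62) that was -1.19 without Bmal1;CKO library 4. Ccnb1 (ENSMUSG00000041431, chromosome 13, 100778649 to 100786570) fell from 1083 ± 380.3 to 489 ± 74.6 (SD, n = 3 each), a log2 fold change of -1.10 (standard error 0.42). Over the libraries together, 7447 reads were counted on its pseudogene Ccnb1-ps and 4846 on Ccnb1, and these values cover the reads on Ccnb1 alone. Cdk5 (ENSMUSG00000028969, chromosome 5, 24418240 to 24423530) had 3087 ± 647 and 3557 ± 613 (SD, n = 3 each), and its log2 fold change of 0.21 (standard error 0.28) was smaller than the spread between libraries and fell to 0.03 without control library 1. Apart from Cdk5, where the groups overlapped (two-sided exact permutation test, p = 0.4), each gene had the 3 libraries of one group above the 3 of the other (p = 0.1 in the same exact test).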

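By limma-trend the adjusted p was 0.329 for Fbp1, 0.825 for Ccng1 and Ppp1cb, 0.867 for C2cd4b, 0.883 for Acsl4, Cdc7 and Ccnb1 and 0.899 for Cdk5. Unadjusted, Cdc7 had a p of 0.0218, Ccnb1 of 0.0305 and Cdk5 of 0.478 in the limma-trend fit. Over the alternatives, the adjusted p ran from 1.75e-16 to 0.999 for Fbp1, 0.00188 to 1.00 for Ppp1cb, 0.00366 to 1.00 for Acsl4, 0.0119 to 1.00 for Ccng1 and 0.0215 to 1.00 for C2cd4b, where the lowest values came from DESeq2. For Ccnb1, Cdc7 and Cdk5 the lowest over the alternatives were 0.207, 0.402 and 0.728.

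**Figure D5:**
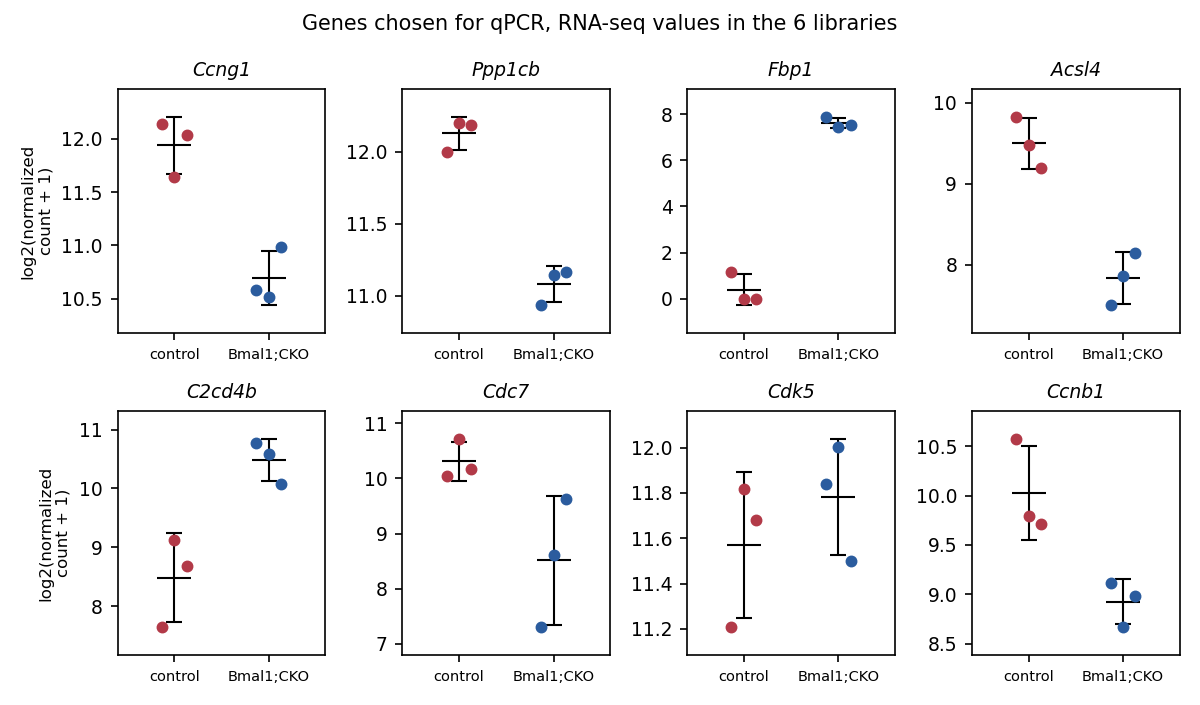
log2(normalized count + 1) of the 8 genes measured by qPCR in Fig. 3H, from the RNA-seq of sorted cells, with 1 point per library and the mean ± SD of 3 libraries in each group. The groups overlap only for Cdk5.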

Although CCNB1 is also reduced in Bmal1; CKO, the change is not statistically significant. Bmal1 expression levels are significantly reduced in sorted endothelial cells, confirming an effective deletion of the gene (Fig. 3I). To visualize retinal cells that express Bmal1 and to demonstrate loss of Bmal1 from endothelial cells, we co-labeled cryosections with a Bmal1 antibody and isolectin for the vasculature. The majority of Bmal1 immunolabeled cells were present in the ganglion cell layer (GCL) and inner nuclear layer (INL). However, it was difficult to determine whether those were endothelial cells, since very few endothelial cell nuclei could be detected in the sections. Overall, the Bmal1-labeled cells appear to be present both in the controls and the Bmal;CKO retinal sections, suggesting that Bmal1 expression in the rest of the neural retina was unaffected. (Supplementary Fig. 9).

### Endothelial Bmal1 regulates the diurnal rhythms of retinal cell proliferation

Given the strong correlation between the cell cycle and circadian clock, we investigated whether retinal VEC proliferation is differentially regulated between the day and the night. We labeled cycling VECs during the day (at ZT6, where ZT0 represents light onset) and at night (ZT18) and quantified the number of proliferating endothelial cells. At ZT6, in control retinas, most of the EdU positive (EdU +) cells were concentrated in the peripheral retina, with very few EdU + cells detected in the central region. Conversely, at night, there is an overall higher number of EdU + cells, with many of them localized in the central retina (Fig. 4A, C, G). To account for potential variations in EdU + cells due to differences in vascular density, we normalized EdU + cell counts to vessel density. This analysis revealed a robust diurnal regulation of vascular endothelial cell proliferation, with a peak occurring at night. In contrast, VEC proliferation was reduced overall in the Bmal1; CKO retina, regardless of the time of the day (Fig. 4B, D, G). To determine whether this proliferative rhythm in the control retinas was dependent on light cues or driven by endogenous circadian mechanisms, we examined EdU incorporation in pups raised under constant darkness. In the absence of external light, there is a higher number of EdU + cells in the retina compared to controls that were raised under normal lighting conditions, indicating that retinal endothelial proliferation is regulated by a light-dependent mechanism (Fig. 4E, F, G). Overall, this data suggests that retinal endothelial cell proliferation in mice is differentially regulated between light–dark cycles, with more cells proliferating during the dark cycle.

**Fig. 4:**
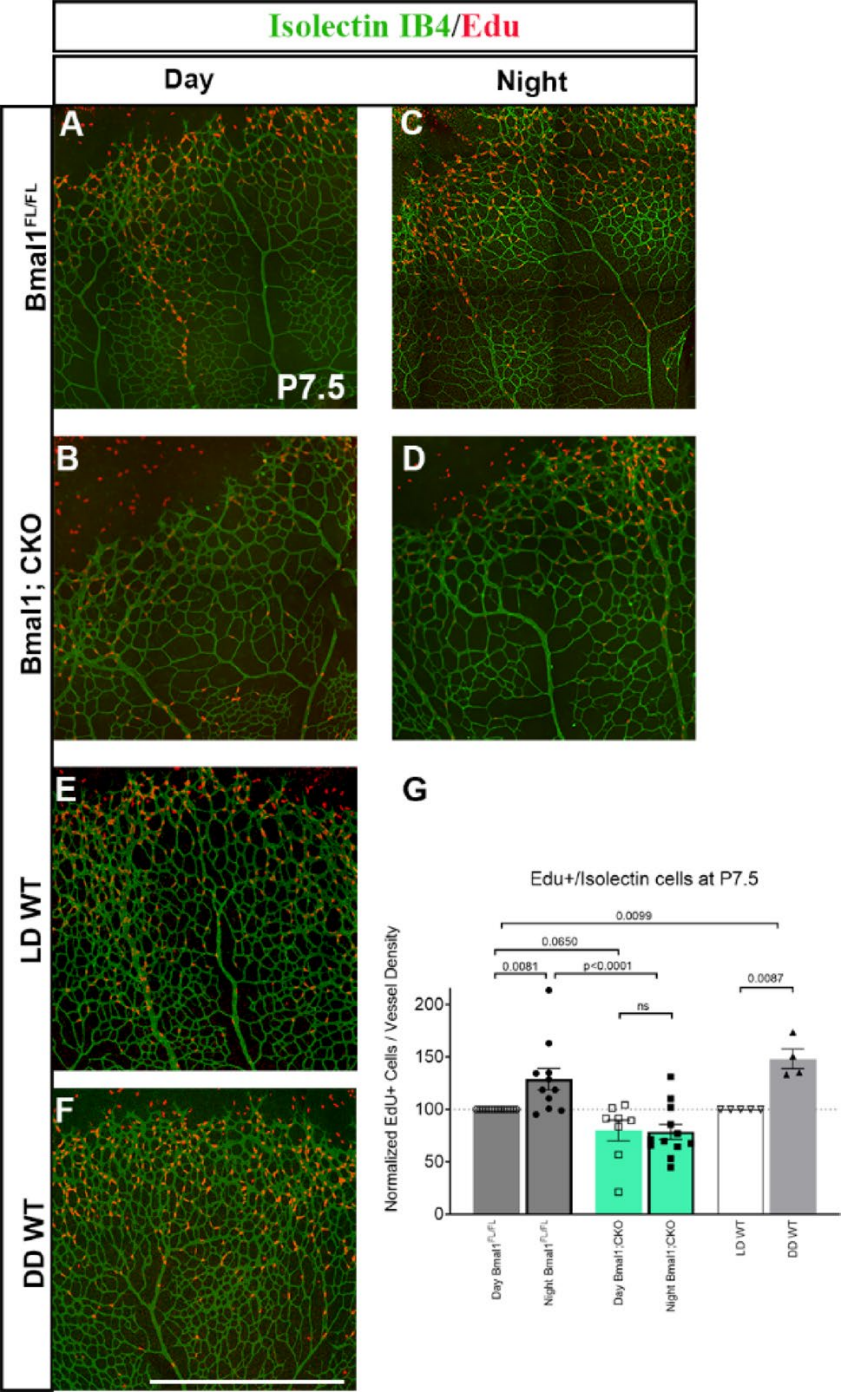
Vascular endothelial Bmal1 controls the diurnal regulation of retinal VEC proliferation: (**A**, **B**, **C**, **D**, **E**, **F**) Representative images of retinal wholemounts stained with Isolectin-IB4 (green) and EdU (red) from Bmal1^FL/FL^ animals during day (ZT6, A) and night (ZT18, C), Bmal1;CKO during day (B), night (D), wild-type animals maintained under a standard light/dark (LD, 14:10 h) cycle (E), and wildtype animals raised in the dark till P7.5 (F). (**G**) Graph represents the quantification of EdU + /isolectin cells from animals of the indicated genotypes. EdU + cell counts were normalized to vessel density, with the day Bmal1^FL/FL^ and LD WT set to 100%. Bmal1.^FL/FL^ animals demonstrate diurnal variations in proliferation, with a higher number of EdU + cells at night (C, G) compared to the day (A, G). Bmal1; CKO animals do not show any significant difference in the numbers of the EdU + cells between day (B, G) and night (D, G). (G) Compared to animals maintained under a standard cycle, animals raised in constant darkness (DD) showed a significantly higher number of EdU + cells in the retina, similar to control animals analyzed during the dark phase (C, G). Statistical significance was determined using two-way ANOVA using Fisher LSD and each data point represents a single eye. Scale bar: 100 µm. Error bars represent ± SEM, *n* = 4–13

### Bmal1 in retinal endothelial cells is required to regulate RGC number

The changes in vessel density in the superficial layer of Bmal1; CKO retina raised the possibility that other cells, like RGCs and astrocytes, which are close to the superficial layer, could be indirectly affected. We labeled P7.5 retinal frozen sections with Brn3a, a pan retinal ganglion cell marker, and glial fibrillary acidic protein (GFAP) to mark astrocytes. It was difficult to determine whether the GFAP-labeled cells in Bmal1;CKO mutants were different due to the sparse labeling of the astrocyte processes in the retinal sections (Supplementary Fig. 2); however, the number of Brn3a⁺ RGCs was significantly increased compared to controls (Fig. 5A–E). To investigate whether these changes persist in adults, Brn3a + RGCs were also counted at P24.5. Although the numbers remain elevated, the difference is not statistically significant (Supplementary Fig. 8). In contrast, Per2; CKO animals show no difference in Brn3a⁺ RGC numbers compared to controls at P24.5 (Supplementary Fig. 10). This data suggests that loss of Bmal1 in retinal endothelial cells can have an impact on the RGC numbers postnatally.

**Fig. 5:**
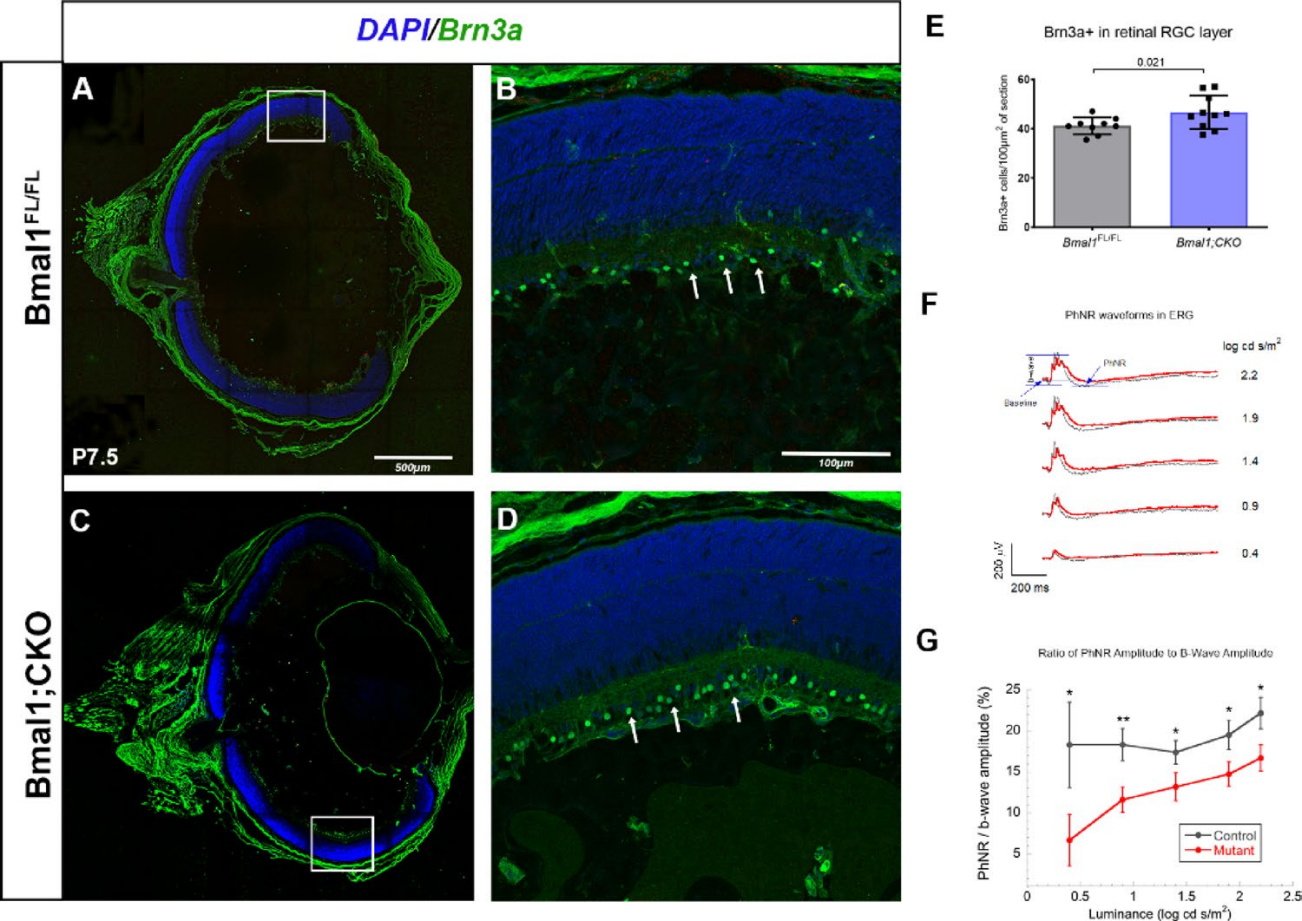
Loss of endothelial Bmal1 results in an increase in Brn3a positive retinal ganglion cell numbers accompanied by functional deficits: (**A**, **C**) Retinal frozen sections from Bmal1^FL/FL^ (A) and Bmal1;CKO animals (C), at P7.5 labeled with RGC marker Brn3a (Green) and nuclear stain DAPI (Blue). (**B**, **D**) Higher magnification images of the boxed area, with white arrowheads indicating the Brn3a + cell, which are higher in numbers in Bmal1; CKO retinas (**D**, **E**) compared to controls (B, E). (**F**) A representative PhNR (photopic negative response) waveform of the electroretinogram (ERG) recorded from a Bmal1^FL/FL^ (grey) and Bmal1; CKO (red) at different luminance intensities. (**G**) The ratio of the PhNR amplitude to the b-wave amplitude was calculated to assess RGC function at different luminance intensities. Error bars represent ± SEM, *n* = 4–10. Statistical analysis for Brn3a counts was done using Student’s t-test and each data point represents a single eye. For the PhNR analysis, a two-way repeated measures ANOVA was conducted to assess differences in the PhNR to b-wave amplitude ratio between mutant and control groups across five stimulus luminances

### Loss of Bmal1 impairs RGC function as measured by photopic negative response (PhNR)

To assess whether the increased number of Brn3a + cells in Bmal1;CKO retinas translates into functional deficits, we recorded photopic visual responses using full-field electroretinography (ERG). The scotopic a-wave/b-wave and photopic b-wave responses were unaffected in Bmal1; CKO animals (Supplementary Fig. 3), which is expected since these ERG components primarily reflect photoreceptor and bipolar cell activity, respectively, rather than RGC function. In contrast, the PhNR, a negative ERG component generated by RGCs, showed reduced amplitudes in Bmal1; CKO animals, although the reduction of PhNR amplitude did not reach statistical significance compared with controls. Notably, the ratio of PhNR to b-wave amplitude was significantly decreased in Bmal1; CKO animals (Fig. 5F, G). These findings give credence to the idea that the circadian clock within the retinal vasculature modulates RGC function by regulating both their number and responsiveness.

## Discussion

Taken together, this data strongly supports the role for the circadian clock genes Bmal1 and Per2 in regulating retinal angiogenesis. Importantly, Bmal1 and Per2 exert a layer specific effect on angiogenesis, with Bmal1 predominantly regulating superficial and intermediate layer angiogenesis, while Per2 influences the development of the deeper layer. These layer specific effects may be due to bidirectional communication between the vasculature and the underlying neuronal cells. Our data also demonstrates that vascular endothelial cell proliferation is dependent on the light/dark cycle. RNA-seq data from enriched retinal endothelial cells show that Bmal1 regulates VEC cell cycle during angiogenesis. Furthermore, endothelial Bmal1 has a non-cell autonomous function in regulating RGC numbers and thus function.

*Bmal1 and Per2 in the vasculature*: Endothelial cell-specific deletion of Bmal1 and Per2 has similar effects on retinal angiogenesis, with the loss of either leading to stunted growth and reduced endothelial cell proliferation. Although Bmal1 and Per2 function as positive and negative regulators of the circadian clock, respectively, the deletion of any circadian clock components can produce comparable outcomes. Notably, Per2 knockout (KO) retinas exhibit reduced Bmal1 expression, suggesting that vascular defects observed in Per2; CKO are partially mediated by the suppression of Bmal1 (Supplementary Fig. 7). This may explain the similar vascular phenotypes observed in both Bmal1; CKO and Per2; CKO retinas. It is important to highlight that despite certain similarities in the effects of Bmal1 and Per2 on retinal vascular growth, there are distinct differences between these two circadian clock regulators. For example, in the Per2; CKO, retina, the superficial layer recovers by P24.5, but not the deeper layer vasculature. These effects on deeper layer vasculature cannot be due to a delay in vascular development, as the deeper layer vessels develop before the intermediate layer and the intermediate layer remains unaffected in the Per2;CKO animals. Thus, circadian clock components can have layer-specific effects on retinal vascular growth. The extent to which these clock components regulate the function of these vascular layers requires further investigation.

This analysis also reveals species-specific differences in the role of the circadian clock in vascular development. For example, in zebrafish, loss of Bmal1 and Per2 results in opposing effects on vascular growth [28], whereas in this study, loss of Bmal1 and Per2 in endothelial cells has similar effects on physiological angiogenesis. Our findings are also supported by recent work, which demonstrated that endothelial cells possess a functional circadian clock and that BMAL1 regulates EC proliferation and angiogenesis through direct transcriptional control of cell cycle genes such as CCNA1 and CDK1. This study complements our observations and supports the role of endothelial circadian regulation as a critical determinant of vascular development and function [14]. In agreement with our data, other studies have reported similar effects on vasculature with loss of Per2. For example, endothelial cells from Per2^m/m^ mice show impaired vascular network formation and cell proliferation [29]. In these Per2 mutants, the deletion of the PAS-B domain results in a shorter circadian period, followed by complete loss of circadian rhythmicity in constant darkness [7]. In another study, endothelial progenitor cells (EPC) from Per2^−/−^ mice demonstrate a significant reduction in their ability to migrate in response to pro-migratory signals compared to wild-type EPCs [30]. Thus, regardless of the species, the circadian clock genes play a critical role in regulating vascular development.

*Bmal1 and Cell Cycle*: We have previously reported that Bmal1 regulates the timing of retinal neuronal cell cycle entry and exit [31]. In this study, we show that Bmal1 also regulates retinal endothelial cell cycle. Interestingly, irrespective of the cellular identity, one core function of the circadian clock gene is to regulate cell proliferation and thus control the temporal wave of cellular specification. This intricate relationship between circadian clocks and cell cycle dynamics underscores the significance of such interaction in maintaining cellular homeostasis and influencing disease outcomes. Our RNA-seq data indicate that Bmal1 modulates the expression of key cell cycle regulators such as cyclins and cyclin-dependent kinases (CDKs), thereby influencing the timing of cell cycle transitions. 

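The list of cyclins, CDKs and Cdc7 held 45 genes, of which 43 passed the filter on reads in the sorted cells. Of these, 19 were higher and 24 lower in Bmal1;CKO, with a median log2 fold change of -0.08 (adjusted p = 0.0874 by camera) that became 0.02 without control library 1 and 0.01 without Bmal1;CKO library 4. At an unadjusted p under 0.05 there were 6 genes, with Ccng1, Ccnb1, Ccne2 and Cdc7 lower and Ccnd1 and Cdk15 higher. By limma-trend 0 reached FDR < 0.05 over all genes tested, and 0 did adjusted over the list alone. Ccnd1 rose from 5519 ± 1384 to 9139 ± 1552 normalized counts (SD, n = 3 each), a log2 fold change of 0.74 (standard error 0.28). Cdk1 had 6678 ± 186 normalized counts (SD, n = 3) in control and 6031 ± 2299.8 (SD, n = 3) in Bmal1;CKO, and its log2 fold change of -0.21 was 0.00 without Bmal1;CKO library 5. Cdk2 had a log2 fold change of -0.64 (standard error 0.35), and its groups overlapped. Ccna1 had 15 reads in Bmal1;CKO library 5 and 0 in every other library, and was not tested. Of 43 S phase genes, 30 were lower, with a median of -0.26 (adjusted p = 0.0247 by camera), and of 54 G2/M genes, 38 were lower, with a median of -0.17 (adjusted p = 0.00315 by camera). Under an estimated correlation the adjusted p was 0.307 for both lists, and under fry it was 0.448 and 0.177. The S phase median was -0.10 without control library 3, and the G2/M median -0.03 without Bmal1;CKO library 5. From its RNA-seq data, the paper states that Bmal1 modulates the expression of cyclins and CDKs and in this way influences when cells pass from one phase of the cell cycle to the next.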

In line with these findings, the most significantly altered biological pathways in Bmal1;CKO endothelial cells include Wnt signaling, PPARα signaling, Insulin signaling, thyroid hormonal signaling, neurovascular coupling, p53 signaling, and cell cycle regulation. These pathways are known to play important roles in angiogenesis, endothelial proliferation, metabolic regulation, and vascular stability. Their disruption likely contributes to the reduced vessel density observed in Bmal1; CKO retinas, highlighting the central role of Bmal1 in coordinating multiple signaling cascades required for proper retinal vascular development. Although this effect is observed during development, circadian clocks exert similar effects on the cell cycle in adults. Studies have demonstrated that circadian disruption can alter the expression of tumor suppressor genes and oncogenes, thereby influencing cancer progression. Misalignment between the circadian clock and cell cycle could lead to aberrant cell proliferation, increased susceptibility to genomic instability, and a higher risk of cancer [32, 33]. Aberrant angiogenesis is also a hallmark of several retinal pathologies [34]. It is conceivable that a disrupted endothelial clock contributes to the abnormal proliferation in these retinal diseases. The retina serves as a good model system to investigate the relationship between the cell cycle and the circadian clock.

One notable effect we observed in the retina was the synchronization of cell proliferation with the daily light/dark cycle. Similar temporal regulation of cell proliferation has been reported for the interfollicular epidermal (IFE) stem cells, which in mice, peak at night (ZT17-21) and is minimal during the day (ZT5-9) [35]. Why cellular proliferation is diurnally regulated remains to be an area of active investigation. Bmal1 has an impact on the cell cycle, affecting diurnal cell proliferation and overall cellular function. Understanding these interactions will provide valuable insights into the mechanisms underlying circadian rhythm-related diseases. This offers potential avenues for therapeutic interventions aimed at restoring circadian alignment and improving cellular health.

*Neurovascular coupling and refinement of retinal cell numbers*: A common feature of the central nervous system (CNS) is the overproduction of neuronal cells, which are then refined based on cellular and sensory signals. The retina is no exception; like in the CNS, retinal neuronal cells are produced in higher numbers and undergo sensory input-based refinements [36]. Similarly to the CNS, many neuronal cells are eliminated by apoptosis. RGCs are the earliest born neurons and experience a significant decrease in density postnatally. This reduction is important for RGC function [37–39]. Therefore, if an RGC axon fails to innervate its target properly, it is eliminated due to deprivation of trophic factors necessary for survival. This refinement process depends on neurotrophic factors released from synaptic terminals. However, there is evidence suggesting these neurotrophic factors can also be intraretinal, and RGCs might themselves produce these factors. The neurotrophic factors involved in developmental apoptosis include the neurotrophin family, which comprises six related factors: Brain-Derived Neurotrophic Factor (BDNF), Nerve Growth Factor (NGF), Neurotrophin-3, Neurotrophin–4/5, Neurotrophin-6, and Neurotrophin-7. These factors bind to two families of transmembrane receptors: the TRK receptors within the tyrosine kinase family and the extracellular domain of the p75 neurotrophin receptor [40]. Both TrkB and BDNF are expressed by non-neuronal tissues such as the heart, fat, and vasculature, at levels comparable to those in the brain. Loss of BDNF also results in vascular defects [41–45]. In this analysis, loss of Bmal1 in endothelial cells is linked to altered RGC numbers, possibly due to impaired proliferation or reduced apoptosis. Further research is needed to understand the underlying mechanisms. However, our data suggest that loss of Bmal1 in vascular endothelial cells plays a key role in regulating neuronal numbers and functions via paracrine signaling [46]. How this effect is mediated remains unknown, but it could be a focus for future investigation.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

## Data Availability

The authors declare that data supporting the findings of this study are available within the article, and its supplementary information files. Raw data and related files for RNA-seq are deposited in GEO, and the accession number is GSE284799.

# Supplementary material for: Endothelial clock regulates retinal angiogenesis and ganglion cell function
**Source:** Angiogenesis. 2025 Nov 15;29(1):6. doi: 10.1007/s10456-025-10018-4
**Supplement:** Supplementary file 2 — Supplementary Material 2

Supplementary Figure 1:

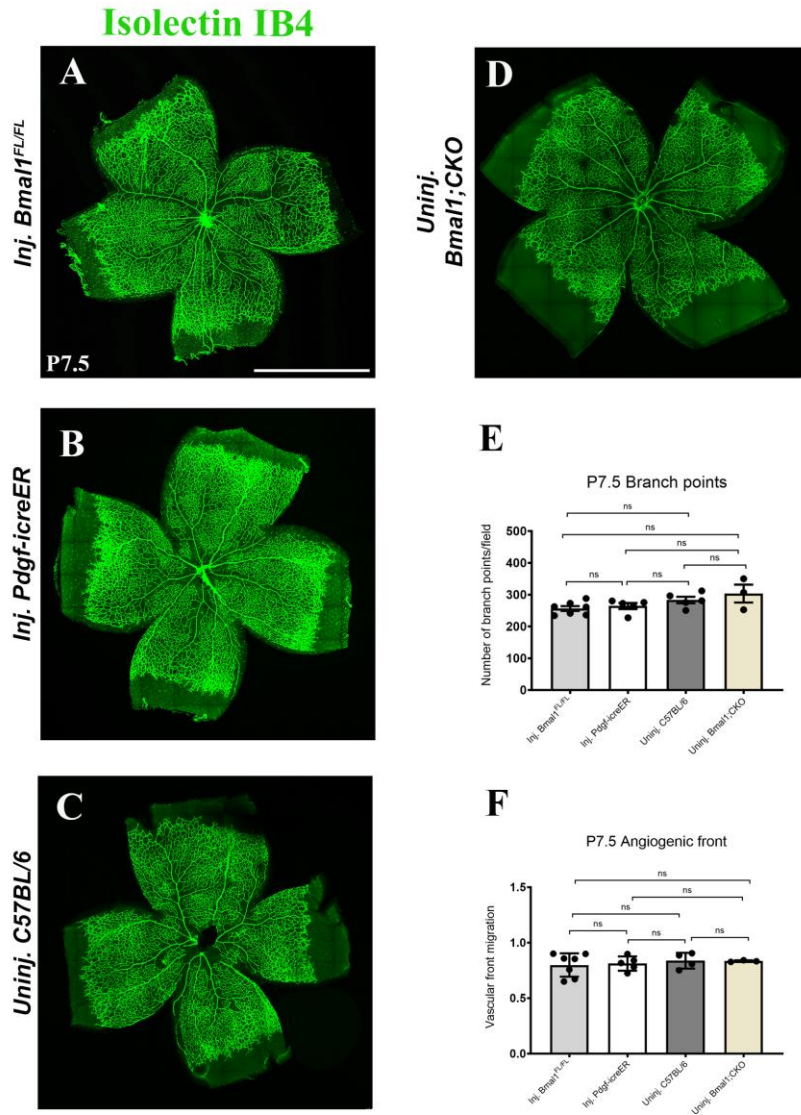

**Supplementary Fig. 1: Validation for Cre basal expression without induction and non-specific effects of tamoxifen injection on retinal angiogenesis:**

(A, B) Images of the retinal whole mounts labeled with Isolectin from *Bmal1<sup>FL/FL</sup>* and *Pdgf-icreER* animals at P7.5. Animals were injected with tamoxifen for three consecutive days starting on the day of birth (P0.5). (C, D) Uninjected C57BL/6 and *Bmal1;CKO* animals were used to assess baseline vascular development and potential Cre expression without induction. (E, F) A comparison of vessel density and angiogenic front migration between both tamoxifen-injected and uninjected groups revealed no significant differences, indicating that the *Pdgf-icreER* transgene and tamoxifen treatment do not independently affect retinal vascular development in the absence of *Bmal1* deletion. Error bars represent  $\pm$ SEM.  $n=3-7$ . The tissue was collected at ZT6. Statistical significance was calculated using one-way ANOVA. Scalebar=800 $\mu$ m.

Supplementary Figure 2:

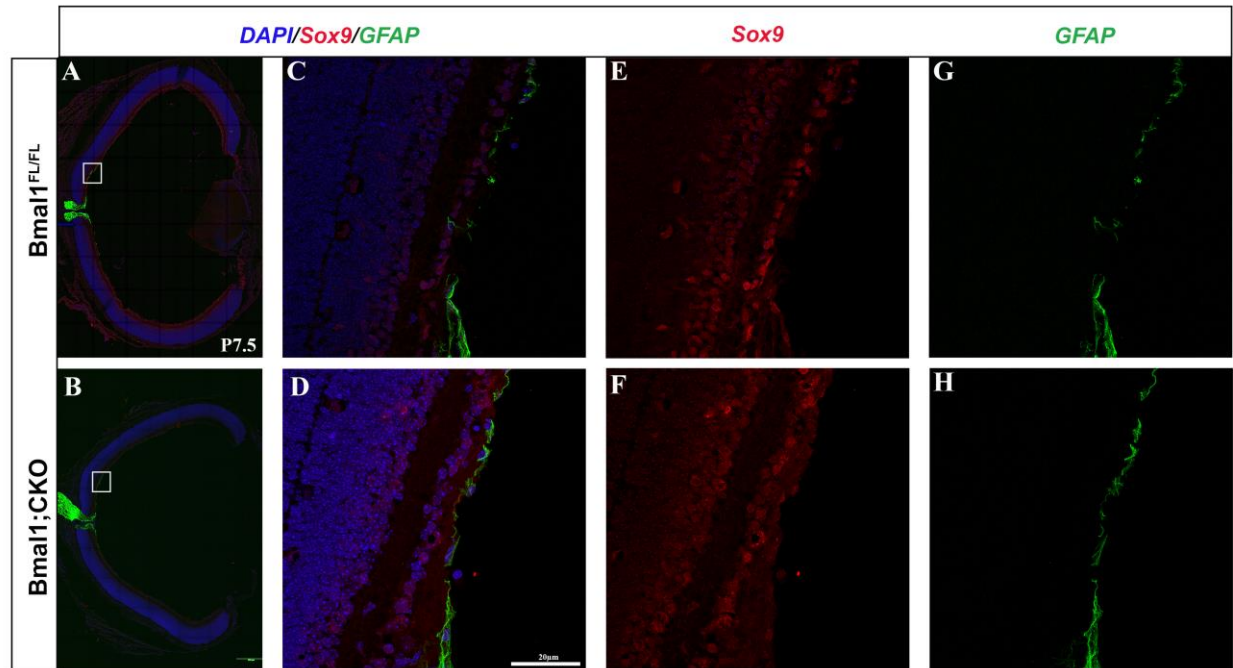

**Supplementary Fig. 2: No observable changes in Sox9 and GFAP staining in retinal sections from Bmal1; CKO and Bmal1<sup>FL/FL</sup> animals.**

(A, B) Representative retinal sections at P7.5 labeled with DAPI (blue), Sox9 (red, astrocyte nuclei), and GFAP (green) for astrocytes from Bmal1<sup>FL/FL</sup> (control) and Bmal1<sup>FL/FL</sup>; CKO (mutants) groups. Staining patterns appear to be similar between the two groups (C-H). n=3. Scale bar: 75  $\mu$ m (B), 20  $\mu$ m (D).

**Supplementary Figure 3:**

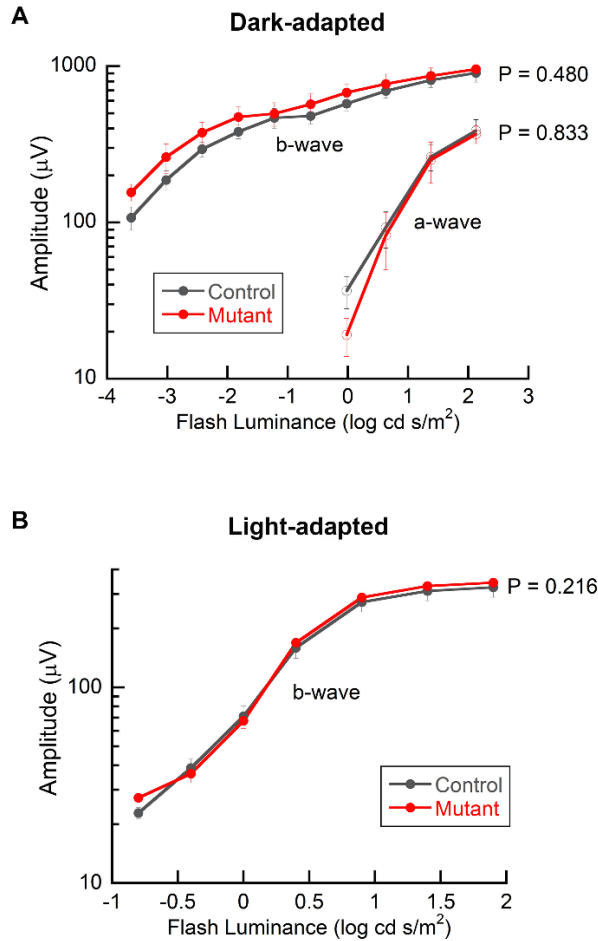

**Supplementary Fig. 3: Electroretinographic a- and b-wave amplitudes in control  $Bmal1^{FL/FL}$  mice and  $Bmal1:CKO$  mice at P30.**

(A, B) Graphs representing the amplitudes of dark-adapted a- and b- waves at different luminance intensities recorded from  $Bmal1^{FL/FL}$  (control) and  $Bmal1^{FL/FL};CKO$  (mutants) groups at P30. (A) Dark-adapted ERG recordings show that b-wave amplitudes, generated primarily by rod ON-bipolar cells, and a-wave amplitudes, originating from rod photoreceptors, did not differ significantly between groups across a range of flash luminances. (B) Light-adapted ERG b-wave amplitudes, reflecting cone pathway activity, also showed no significant differences between groups. Data are presented as mean  $\pm$  SEM;  $n = 4-6$  per group. Statistical comparisons were performed using repeated-measures ANOVA with post-hoc Bonferroni tests.

#### Supplementary Figure 4:

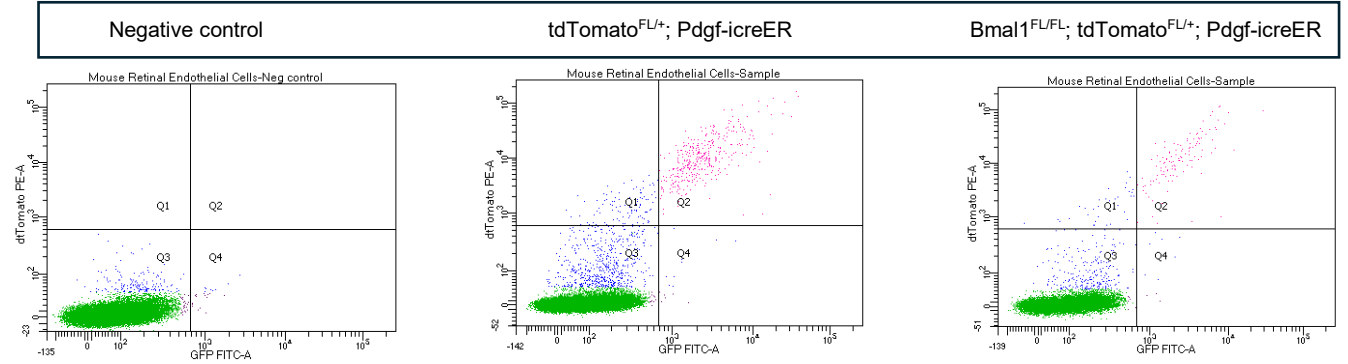

#### Supplementary Fig. 4: FACS analysis of endothelial cells using GFP and tdTomato markers

Flow cytometry analysis of endothelial cells sorted based on double-positive expression of GFP (driven by Pdgf-icreER) and tdTomato reporter. The negative control sample does not have any double-positive cells, confirming the specificity of the gating strategy. Both the control (tdTomato<sup>FL/+</sup>; Pdgf-icreER) and mutant (Bmal1<sup>FL/FL</sup>; tdTomato<sup>FL/+</sup>; Pdgf-icreER) samples contain clear populations of GFP+/tdTomato+ double-positive cells, indicating successful labeling of endothelial cells in both groups.

**Supplementary Figure 5:**

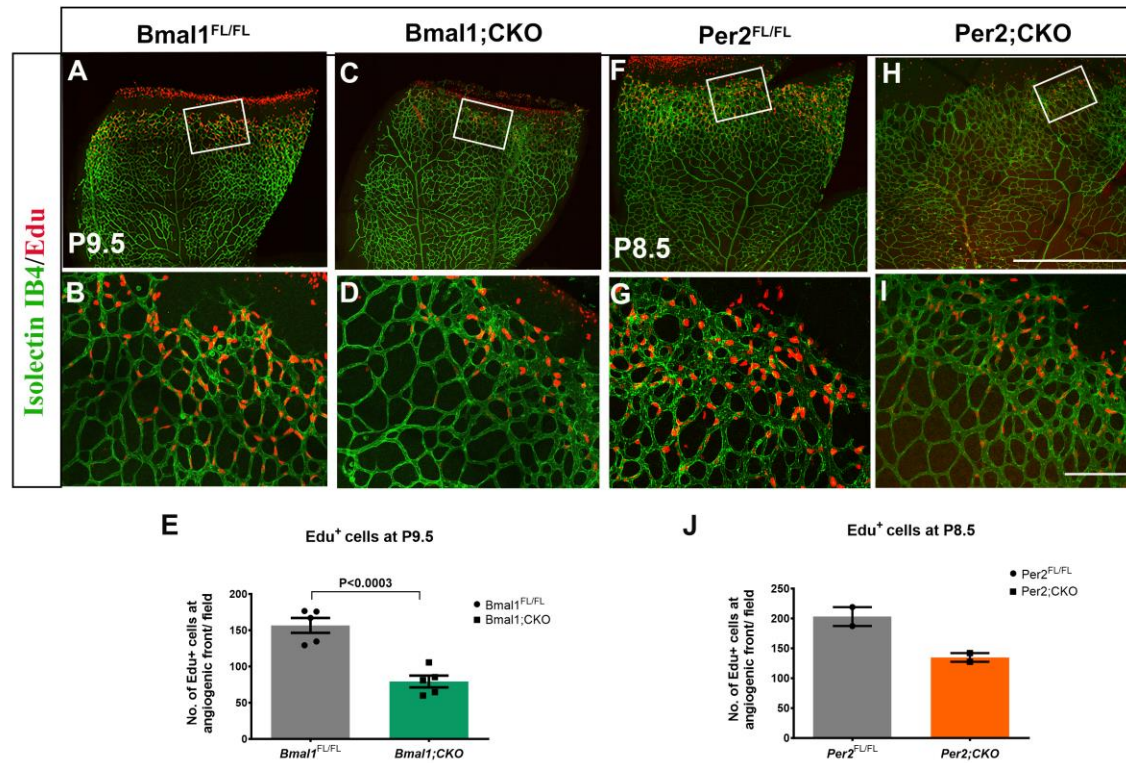

**Supplementary Fig. 5: Reduced endothelial cell proliferation in Bmal1;CKO and Per2;CKO retinas**

(A, C, F, H) Representative images of retinal flat mounts from P8.5 and P9.5 animals labeled with Isolectin-IB4 (green) to visualize endothelial cells and EdU (red) to mark S-phase proliferating cells. (B, D, G, I) Higher magnification images of the boxed regions highlight differences in the number of EdU-positive cells between groups. (E, J) Quantification reveals a significant reduction in EdU-positive cells in Bmal1;CKO compared to the controls. Although the sample size is very low for Per2;CKO and the control retinas, in general, there is a reduction in EdU+ cells in the Per2;CKO animals as well. Statistical significance was determined using Student's t-test. Error bars represent  $\pm$  SEM;  $n = 2-5$ .

**Supplementary Figure 6:**

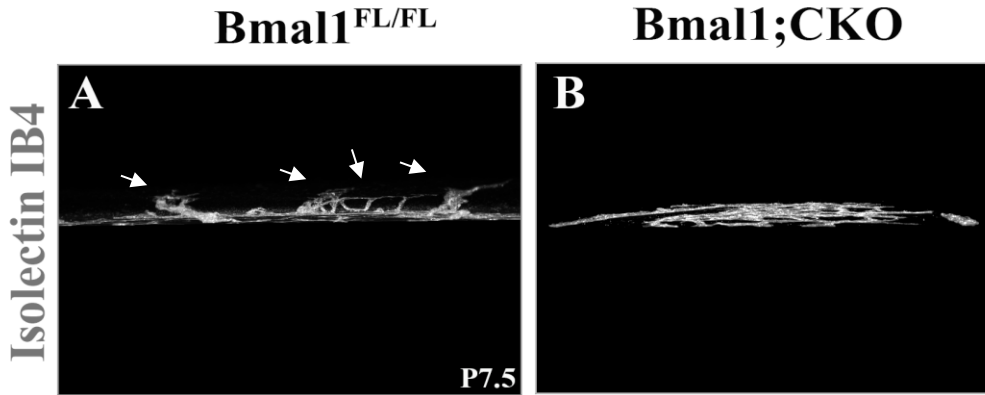

**Supplementary Figure 6. Delayed vascular sprouting in Bmal1; CKO retinas at P7.5**

Retinal field images of the superficial retinal vasculature at P7.5 stained with Isolectin-IB4 to visualize endothelial cells. (A) Bmal1<sup>FL/FL</sup> control retinas show several vertical sprouts (white arrows) from the superficial layer, indicating ongoing vascular development. (B) Bmal1;CKO retinas display reduced sprouting, suggesting delayed or impaired angiogenic progression in the absence of Bmal1. Images represent 3D projections of the superficial vascular layer.

**Supplementary Figure 7:**

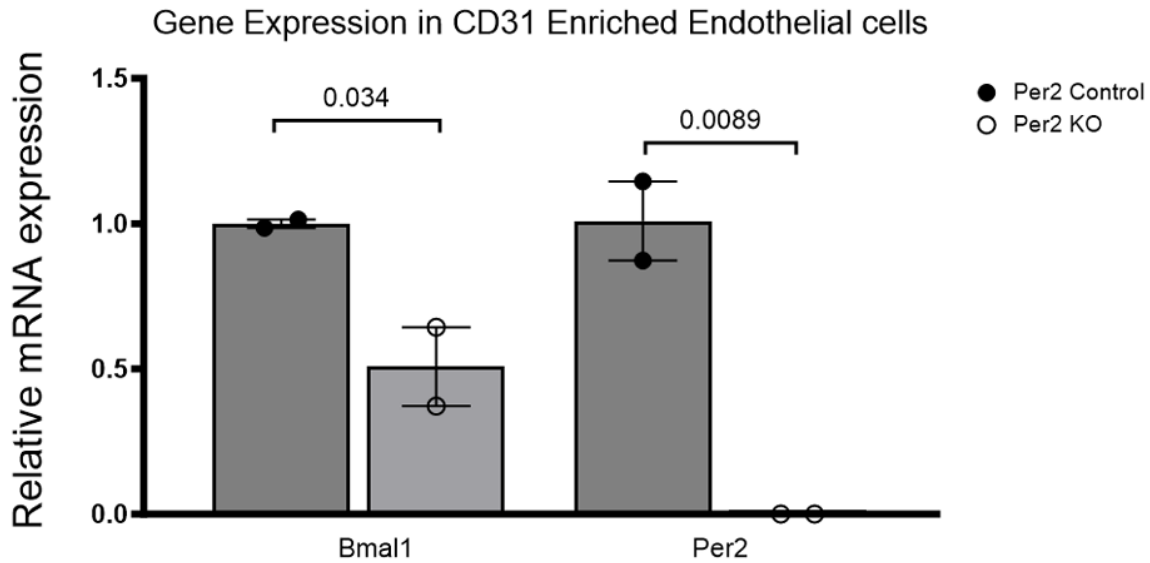

**Supplementary Figure 7. qPCR analysis of Bmal1 and Per2 expression in CD31-enriched endothelial cells from Per2 control and knockout retinas**

Bmal1 expression was significantly decreased in Per2 KO enriched endothelial cells compared to Per2 controls. Per2 expression was abolished in Per2 KO cells, confirming successful gene deletion. Data are presented as mean  $\pm$  SEM. Statistical significance was determined using student's t-test. n=2

**Supplementary Figure 8:**

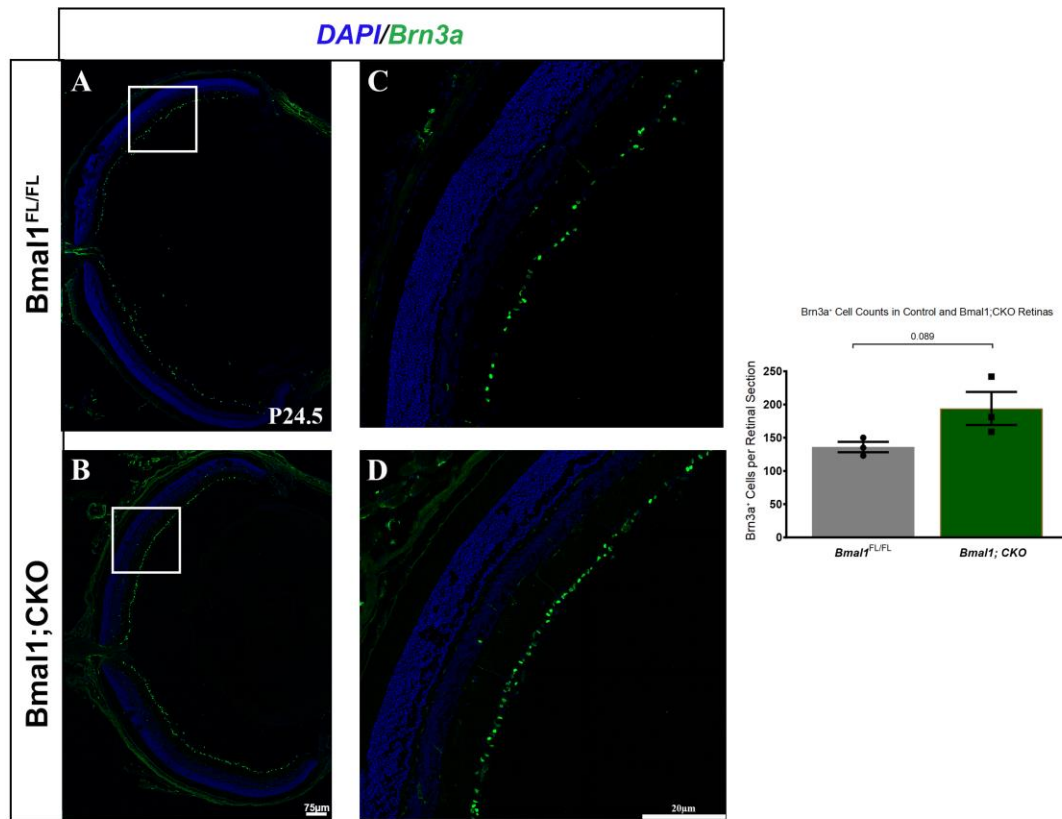

**Supplementary Figure 8. Brn3a<sup>+</sup> cells in Bmal1; CKO retina remain elevated at P24.5**

(A, B) Representative images of whole retinal cryosections stained with DAPI (blue, nuclei), and Brn3a (green, retinal ganglion cell marker) from Bmal1<sup>FL/FL</sup> control (A) and Bmal1; CKO mutant (B) mice. (C, D) Higher magnification field images of the boxed regions in (A) and (B), respectively, indicate the ganglion cell layer. Overall, there are more Brn3a<sup>+</sup> cells in the Bmal1; CKO retina (D) compared to the control (C), suggesting there is an effect on the retinal ganglion cell population in mutants at P24.5. Data are presented as mean ± SEM. Statistical significance was determined using a student t-test. Scale bars: 75 μm (B) and 20 μm (D). n=3.

## Supplementary Figure 9:

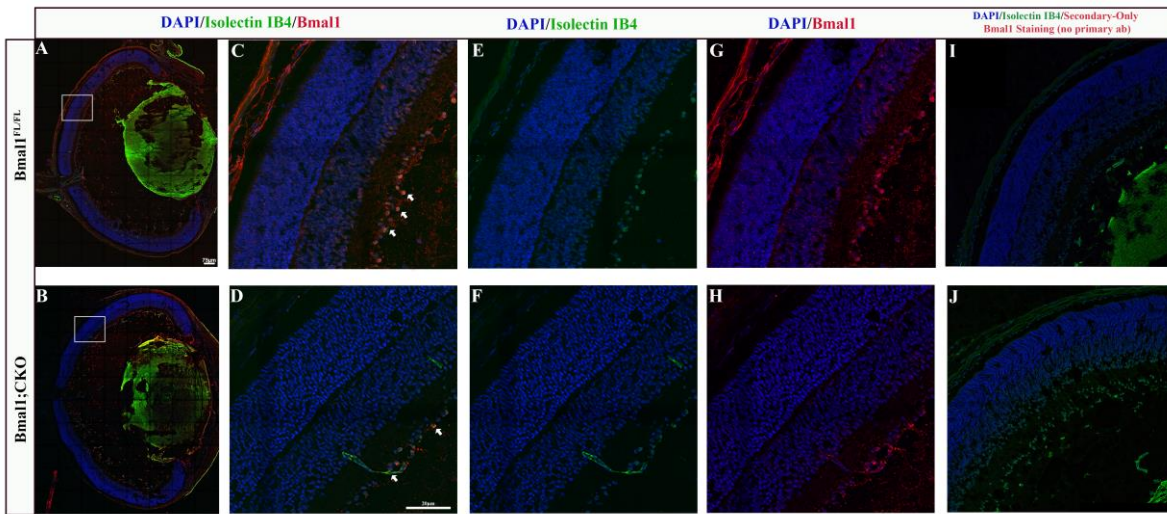

### Supplementary Figure 9. Bmal1 immunostaining in control and endothelial-specific Bmal1 knockout retina

(A, B) Whole retinal cryosections from Bmal1<sup>FL/FL</sup> control and Bmal1;CKO mutant mice stained with DAPI (blue, nuclei), Isolectin (green, endothelial marker), and Bmal1 (red). (C, D, E, F, G, H) Higher magnification of the boxed regions in (A) and (B). Bmal1 immunoreactivity is detectable in the ganglion cell layer (GCL) and inner nuclear layer (INL), however, clear colocalization of Bmal1 with endothelial cells is difficult to determine. A few potentially colabeled cells are indicated with white arrowheads. (I, J) Secondary antibody-only control (no primary antibody) and mutant shows no background signal under identical imaging settings, validating the specificity of the Bmal1 staining. Scale bars: 75  $\mu$ m (A), 20  $\mu$ m (D).

Supplementary Figure 10:

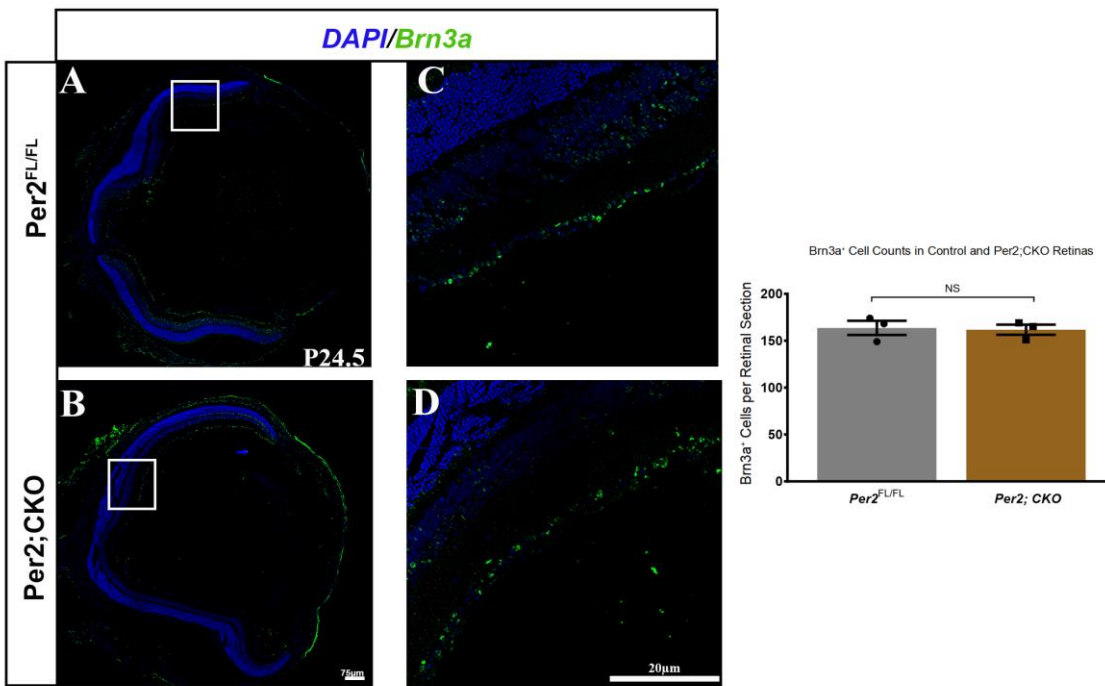

**Supplementary Figure 10. Brn3a<sup>+</sup> Retinal ganglion cells are unchanged in Per2;CKO retinas compared to controls**

(A, B) Whole retinal cryosections from Per2<sup>FL/FL</sup> control (A) and Per2;CKO mutant (B) mice stained with DAPI (blue, nuclei) and Brn3a (green, retinal ganglion cell marker). (C, D) Higher magnification images of the boxed regions in (A) and (B), respectively, showing the ganglion cell layer. No noticeable differences in the number of Brn3a<sup>+</sup> cells were observed between control and Per2;CKO retinas. Statistical significance was determined using Student's t-test. Error bars represent  $\pm$  SEM; Scale bars: 75  $\mu$ m (B) and 20  $\mu$ m (D). n = 3.

Supplementary Figure 11:

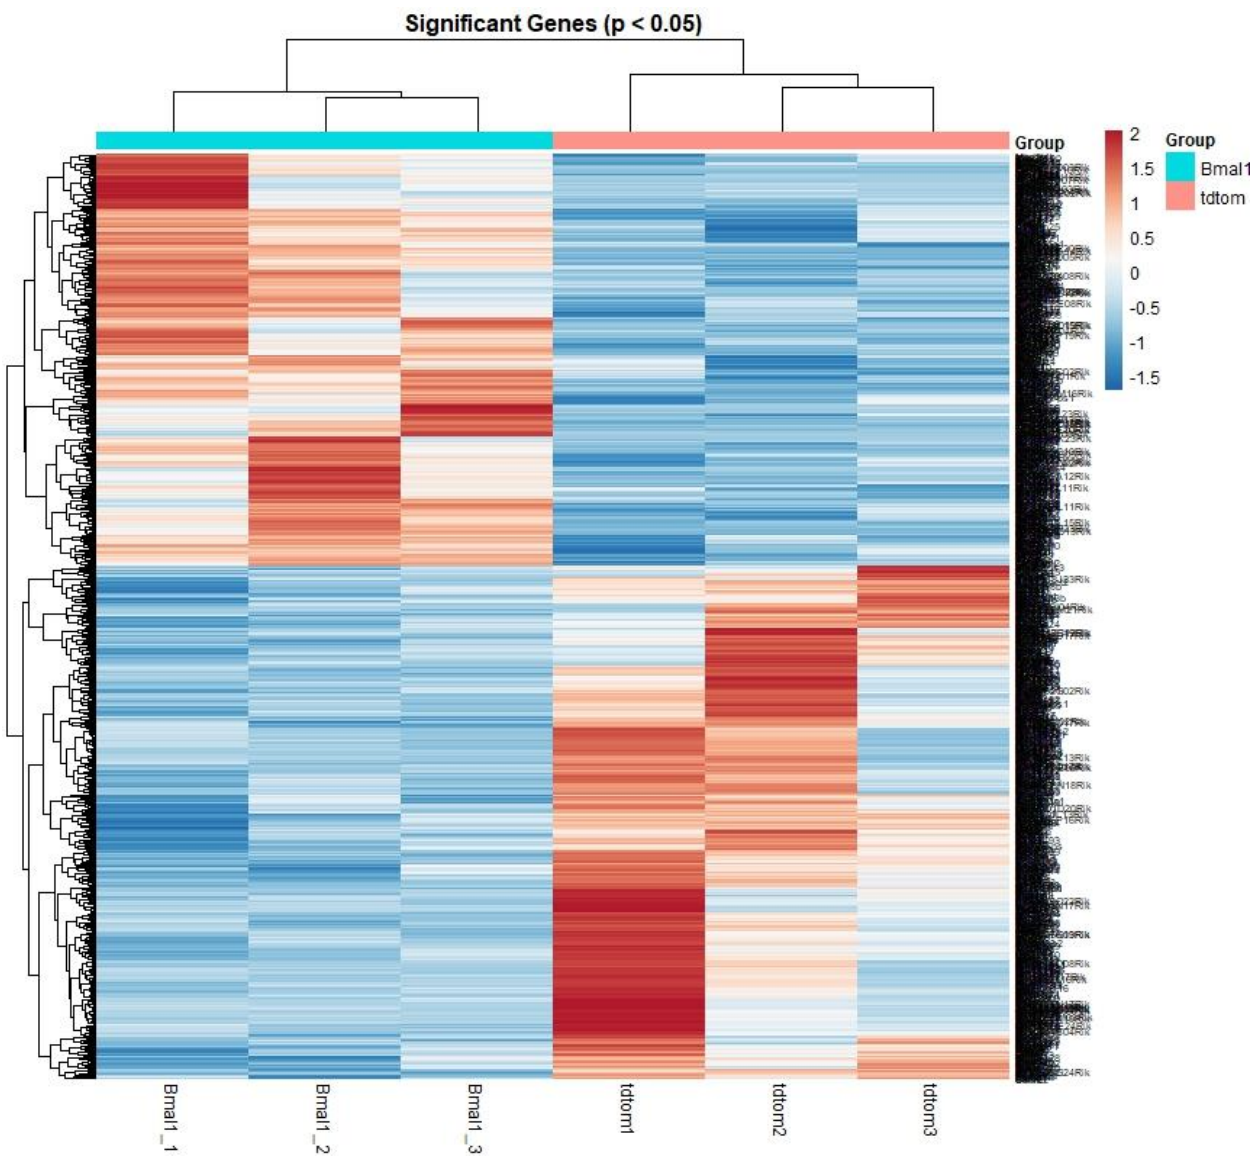

Supplementary Figure 11: DEG Heatmap ( $p < 0.05$ , Gene-wise Z-score)

Heatmap represents differentially expressed genes  $p$ -value  $< 0.05$  between the two groups. Gene-wise Z-score normalization was applied to visualize relative expression changes across samples.

**Supplementary Table 1:**

| <b>Gene</b>    | <b>Forward Primer</b>           | <b>Reverse Primer</b>          |
|----------------|---------------------------------|--------------------------------|
| Bmal1          | 5'-GGCCCACAGTCAGATTGAAA-3'      | 5'-GCTGAACAGCCATCCTTAGC-3'     |
| $\beta$ -actin | 5'-TTCTTTGCAGCTCCTTCGTT-3'      | 5'-ATGGAGGGGAATACAGCCC-3'      |
| CDC7           | 5'-ACCGTGATGTGAAGCCCAGCAA-3'    | 5'-CAGACTGGACAAACTTGAGCAGC-3'  |
| CCNG1          | 5'- AAGACGTGGCTGTCAAGATGA-3'    | 5'-GCCATTATCATGGGCCGACT-3'     |
| PPP1CB         | 5'- CTCGTGAAATCTTTCTCAGCCAG-3'  | 5'- TGGCTTCTGGTGGAAAACCTCC-3'  |
| CCNB1          | 5' – AGAGGTGGAACCTTGCTGAGCCT-3' | 5'-GCACATCCAGATGTTTCCATCGG-3'  |
| C2cd4B         | 5'- GCACCGTTTACGGCTTCTG - 3'    | 5' – GGTGGGGTTTTGTCCAGGTC – 3' |
| CDK5           | 5' – GTACTCCACGTCCATCGACATG-3'  | 5'- GCCATTGTTCTCAGTCGGTGT-3'   |
| FBP1           | 5'- TGCTGAAGTCGTCCTACGCTAC-3'   | 5'- TTCCGATGGACACAAGGCAGTC-3'  |
| Acsl4          | 5'-CCTTTGGCTCATGTCTGGAAC-3'     | 5'- GCCATAAGTGTGGGTTTCAGTAC-3' |
| Per2           | 5'-ATGACAGAGGCAGAGCACAA-3'      | 5'-CAGCTGGTAGTACTCCTCATTAG-3'  |

**Supplementary Table 2:**

| Sample        | Total Reads | Mapped (%) | Singletons (%) | Mapped Reads | Singleton Reads |
|---------------|-------------|------------|----------------|--------------|-----------------|
| <b>1Bmal1</b> | 1.64E+08    | 70.46      | 15.11          | 115298575    | 24715927        |
| <b>2Bmal1</b> | 2.16E+08    | 74.05      | 14.01          | 160016040    | 30278944        |
| <b>3Bmal1</b> | 2.06E+08    | 73.56      | 13.71          | 151475094    | 28235558        |
| <b>tdTom1</b> | 2.06E+08    | 73.41      | 12.12          | 150857367    | 24917629        |
| <b>tdTom2</b> | 1.88E+08    | 73.67      | 12.45          | 138557837    | 23413361        |
| <b>tdTom3</b> | 2.32E+08    | 72.42      | 14.04          | 167743392    | 32522082        |

**Supplementary Table 2. RNA-Seq alignment summary for samples.**

This table summarizes sequencing alignment statistics for RNA-seq libraries aligned to the mouse genome (mm10). Total Reads indicates the number of paired ends reads obtained per sample. Mapped (%) represents the percentage of reads successfully aligned to the reference genome. Mapping efficiency was consistent across all samples, with 70–74% of reads successfully aligned. Singletons (%) indicates the percentage of reads where only one end of the pair mapped, singleton reads ranged from 12–15%, indicating minimal technical variability across libraries. These results support the overall quality and comparability of the libraries included in the differential expression analysis. All samples passed standard quality thresholds, and no technical issues were identified for any sample, including the tdTom1 sample that appeared as an outlier in PCA space (Fig. 3B).

How the deposited data were processed for this re-analysis (not part of the article)

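RNA was measured in VECs sorted from P7.5 retinas of 3 Bmal1;CKO and 3 control animals, with 1 library per replicate. The authors checked the reads with FastQC, trimmed them with Trimmomatic, aligned them with Bowtie to mm10 (Ensembl GRCm38 v87), counted them per gene with featureCounts and analysed the counts with DESeq2. The version of Bowtie, the use of strand in the counting and the settings of DESeq2 are not named in the paper's text. The deposited table holds, for each gene and library, a signal: the count divided by the DESeq2 size factor of the library. The authors' deposited table also holds the mean of the libraries, a log2 fold change with its standard error, a p-value and an adjusted p-value per gene. Those are the authors' comparison and were used only beside the values computed here. The columns of the table name the genotype, and their numbers disagree with the numbering of the samples in the series' descriptions. Each column was therefore used as a replicate of its genotype, without a match to a single animal.

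Each column was divided by its smallest step, which gave whole reads for 100% of the values and size factors of 0.813, 1.08 and 1.40 for control libraries 1 to 3 and 0.711, 1.16 and 1.21 for Bmal1;CKO libraries 4 to 6. The median number of reads on genes was 87212411 in control and 93476814 in Bmal1;CKO. A count of 0 was taken to allow 3 reads, and such a limit covers counting error only, since the libraries were amplified. Coordinates and biotypes were taken from GENCODE M21, an annotation of GRCm38, and 22416 genes had an Entrez identifier for the Reactome sets. Genes were tested when at least 3 libraries had at least 10 reads. The test was limma-trend, an empirical Bayes linear model with a trend of the variance on the mean, fitted to log2(normalized count + 1) with genotype as the only term, in R 4.3.3 with limma 3.58.1. The design written before the data were examined assumed raw counts and edgeR's quasi-likelihood test with TMM scaling. The table held normalized counts, so that test was run on the recovered reads as an alternative, with edgeR 4.0.16. An absolute log2 fold change over 1 was applied as a further threshold, as in the paper's methods. Single values were compared with exact permutation tests over the 10 splits of 3 libraries against 3. Separation of the groups was the mean Pearson coefficient within groups minus that between groups, tested one-sided over the same splits. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

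Gene lists were compared with limma's camera with a preset correlation of 0.01, with an estimated correlation and with fry, and adjusted within 3 families. The first family held 9 lists, among them clock genes, S phase genes, G2/M genes, cyclins and CDKs, angiogenic signalling, and targets of Wnt, PPARα and Hedgehog. The second held 16 mouse Reactome sets that come with fgsea 1.28.0, among them Cell Cycle, S Phase, G2/M Transition, M Phase, Signaling by Wnt, lipid metabolism by PPARα, Signaling by Hedgehog, phototransduction, Circadian Clock, Insulin receptor, insulin secretion, Axon guidance, Cellular Senescence, Platelet activation and Metabolism. The third held 12 lists: endothelial, rod, cone, bipolar, amacrine, ganglion cell, Müller glia, astrocyte, pericyte, microglia and erythroid markers, and immediate early genes. Some lists and genes that were tested are not reported here. Ingenuity Pathway Analysis, GO and KEGG were not used here. The genes named in the text are those the paper names, Xist and the Y chromosome genes Ddx3y, Eif2s3y, Kdm5d and Uty, the 10 genes of smallest adjusted p among any at FDR < 0.05 with groups that do not overlap, and members of the lists. As 0 genes reached that FDR in the limma-trend fit, with 1007 at an unadjusted p under 0.05, other genes are named only where stated.

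The alternatives set at the same time as the design were edgeR with the DESeq2 size factors, with upper-quartile scaling and with a robust fit, limma-voom, DESeq2's Wald test (DESeq2 1.42.0) without shrinkage and with a normal prior on the fold changes (betaPrior), genes with at least 1 read in total and genes with at least 10 reads in every library, each library left out in turn, and, for the separation of the groups, Spearman correlation, variance-stabilized values, the 500 most variable genes and a prior count of 0.5. Genes near Bmal1 were counted within 20 Mb, within 10 Mb and on the whole of chromosome 7. The test of the design, edgeR with TMM scaling, was moved to the alternatives once the table's values were seen to be normalized counts. Added after seeing the data were pseudocounts of 0.5 and 10, log2 CPM with TMM scaling and a prior count of 2, limma without the trend, and DESeq2 over all genes with a read, with and without the prior. A fit with the replicate number as a block was not run.

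The tests were tested on simulated data in which 200 genes were changed by 2 or 3 on the log2 scale. With the dispersion of the real libraries, 197 of them passed the filter among 19347 genes. At FDR < 0.05 limma-trend called 81 of these (41.1%) and 7 unchanged genes, edgeR's quasi-likelihood test called 83 and 5, limma-voom 63 and 1, DESeq2 without shrinkage 125 and 84, DESeq2 with the prior 122 and 61, and limma without the trend 1 and 1. With a dispersion of 0.05, every test called all 200 among 20216 genes, and between 8 and 23 unchanged ones.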

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

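The test of whether the mutant pups were female was chosen before its result was seen, and the other tests here only after. The genes were picked from the smallest adjusted p-values after their values were seen. Each showed a signal in Bmal1;CKO above control in a gene that the paper does not discuss. By limma-trend their adjusted p lay between 0.127 and 0.329, so none reached FDR < 0.05, where 0 of all tested genes did and 1007 had an unadjusted p under 0.05. Over the alternatives, their lowest adjusted p lay between 1.25e-28, for Klk1b22, and 1.38e-09, for Gm13898, and their highest was 0.999. In the authors' deposited table Xist has an adjusted p of 2.88e-15. In each of the genes all 3 Bmal1;CKO libraries lay above all 3 control libraries.

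Xist (chromosome X, 103460365 to 103483254) had 4.41 ± 1.69 normalized counts in control and 1234 ± 1102 in Bmal1;CKO (SD, n = 3 each), with 5, 3 and 6 reads in control libraries 1 to 3 and 312, 2885 and 938 in Bmal1;CKO libraries 4 to 6. The Y chromosome genes Ddx3y, Eif2s3y, Kdm5d and Uty stood at 83.0%, 137% and 80.0% of the control mean in the control libraries, and at 18.2%, 0.0398% and 36.5% in the Bmal1;CKO libraries. A simple difference of sex, with all mutant pups female and all control pups male, is argued against by 2 of the 3 Bmal1;CKO libraries, which had at least 38 reads on each of the 4 Y chromosome genes. The same 2 libraries had at least 10 reads on Xist as well, so it may be that some Bmal1;CKO libraries held RNA of pups of both sexes, and library 5, with 0 reads on at least 1 of the Y genes, RNA of females. The share of females would then differ between the groups, and any gene that differs between the sexes could follow it. The sexes of the animals were not analysed here otherwise, and a biological effect of the genotype on Xist was not tested.

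Zfp691 (chromosome 4, 119169512 to 119174195) had 1154 ± 9.52 normalized counts in control and 6667 ± 1081 in Bmal1;CKO (SD, n = 3 each), a log2 fold change of 2.52. It was read in every library, with at least 930 reads, so uneven detection of scarce transcripts is not a candidate explanation for it in the way it is for the other genes, where another split of the libraries found 30 genes. Its adjusted p ran from 1.47e-19 to 0.999 over the alternatives. A chromosome segment or variant of another strain near it was not tested for this gene and stays open, beside an effect of the genotype.

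The other 5 genes had no or almost no reads in control. Gm42743 (chromosome 3, 96269720 to 96279001), a lincRNA, had 0 reads in control and 336 ± 113 normalized counts in Bmal1;CKO (SD, n = 3), at least 117-fold higher. Klk1b22 (chromosome 7, 44112672 to 44116922) had 1, 0 and 1 reads in control and 409.5 ± 105 in Bmal1;CKO (SD, n = 3), at least 143-fold higher, and how reads were shared among the kallikrein genes was not tested. Prss35 (chromosome 9, 86743648 to 86758443) had 208 ± 92.5, at least 72.4-fold higher than control, which had 0 reads. Gm13898 (chromosome 6, 17710597 to 17711207), a processed pseudogene, had 151 ± 45.3, at least 52.7-fold higher, and Gm35082 (chromosome 7, 100675087 to 100677760), a lincRNA, had 147 ± 36.0, at least 51.2-fold higher, again with 0 reads in control. With at least 30 normalized counts in every library of one group and no more than 3 reads in every library of the other, the real groups gave 29 genes, 28 of them on the Bmal1;CKO side. Another split of the same libraries, with control library 3 beside Bmal1;CKO libraries 5 and 6, gave 30 on one side, so uneven detection of scarce transcripts could give as many such genes. Libraries 3, 5 and 6 were those with the most reads on genes. At 100 normalized counts or more, the real groups gave 9 genes and no other split gave more than 2. With 10 splits in all, uneven detection and an effect of the genotype cannot be told apart for these 9 genes. Gm35082, 1 of the 9, lies within 20 Mb of Bmal1, and a chromosome segment inherited with the floxed allele stays open for it as well. The share of genes with an unadjusted p under 0.001 near Bmal1 was reached in 2.53% of windows elsewhere. Those windows overlapped each other, so this is no p-value. Variants of another strain at single genes were not tested.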

How the results depend on the processing

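No paired analysis was possible because the columns of the table carry no replicate number that matches the samples, and the fit with the replicate number as a block was not run. The test that the design had named, edgeR with TMM scaling, is among the alternatives. The tests and settings added after seeing the data were the pseudocounts of 0.5 and 10, log2 CPM with TMM scaling, limma without the trend, and DESeq2 over all genes with a read.

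The 0 genes at FDR < 0.05 held under edgeR with each scaling and the robust fit, limma-voom, both pseudocounts and log2 CPM, with between 770 and 1071 genes at an unadjusted p under 0.05. The count was 1, a lower gene with an absolute log2 fold change over 1, with genes with at least 1 read in total and with genes with at least 10 reads in every library. DESeq2 without shrinkage gave 67 genes, 42 higher and 25 lower, 67 of them past a log2 fold change of 1. DESeq2 with betaPrior gave 34, 15 higher and 19 lower, 32 of them past 1. Over all genes with a read, DESeq2 with betaPrior gave 80, 44 higher and 36 lower, 75 of them past 1, and without shrinkage 164, 115 higher and 49 lower, 162 of them past 1. limma without the trend gave 61, 56 higher and 5 lower, 61 of them past 1. In the simulation with the dispersion of the real libraries, DESeq2 without shrinkage called 84 unchanged genes and limma-trend 7. Across the 6 fits that each left out a library, the count ran from 0 to 6, with 0 to 5 higher, 0 to 1 lower and 0 to 6 past a log2 fold change of 1, and the 6 came without control library 1. Beyond the tests' own construction and the filters, the cause was not tested.

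At an unadjusted p under 0.05, the 648 higher genes became 389 with edgeR and TMM scaling, 400 with the size factors, 377 with the robust fit, 347 among genes with at least 10 reads in every library, 404 with DESeq2 and betaPrior, and 974 with DESeq2 without shrinkage over all genes with a read. The 359 lower genes became 678 with DESeq2 without shrinkage, 639 with betaPrior, and 780 and 875 with betaPrior and without shrinkage over all genes with a read. Leaving out each library gave 269 to 1493 higher and 154 to 951 lower genes, from the lowest without Bmal1;CKO library 5 and 4 to the highest without control library 3. The share of higher genes among these was 64.3%, against 50.1% with edgeR and TMM scaling, 50.7% with the size factors, 49.0% with the robust fit, 44.0% with DESeq2 without shrinkage, 38.7% with betaPrior, 45.2% and 52.7% over all genes with a read, and 47.6% among genes with at least 10 reads in every library. The share was higher than 64.3% with genes with at least 1 read in total (68.4%), limma-voom (68.5%), limma without the trend (67.9%) and a pseudocount of 10 (66.5%). Leaving out each library gave shares from 51.5% without Bmal1;CKO library 6 to 72.3% without control library 2.

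Within 20 Mb of Bmal1, 0 genes were called by limma-trend, edgeR, limma-voom, the filters, the pseudocounts and the fits without 1 library. DESeq2 called 6 there without shrinkage and 3 with betaPrior, 9 and 5 over all genes with a read, and limma without the trend called 3. The separation of the groups kept its direction under the other correlations, scales and gene filters (exact p between 0.2 and 0.4). It ran from -0.0249 without Bmal1;CKO library 4 to 0.0446 without control library 3. It was negative without any Bmal1;CKO library and positive without any control library, which follows the share of each group among the pairs within groups. The log2 fold change of Bmal1 ran from -0.49 without control library 1 to 0.0291 without control library 2, and that of Cdk1 from -0.50 without Bmal1;CKO library 4 to 0.00218 without library 5.

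Of the lists, 3 of the 9 themes, 4 of the 16 Reactome sets and 4 of the 12 marker lists had an adjusted p under 0.05 by camera. With an estimated correlation there were 0, 0 and 0, and with fry 0, 0 and 0. Among genes with at least 10 reads in every library there were 1 theme and 2 Reactome sets. Without 1 library there were 0 to 4 themes, 1 to 6 Reactome sets and 3 to 7 marker lists, with 1 Reactome set and 7 marker lists without control library 1.

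Median log2 fold changes turned sign as follows. Those under edgeR did so with the size factors as well as with TMM scaling, except for Insulin receptor. Insulin receptor turned sign under edgeR with the size factors alone. TMM-scaled log2 CPM reversed 0 of 37 lists. With genes with at least 1 read in total, the medians were 0.0823 for PPARα targets, 0.00195 for Signaling by Hedgehog and 0.00658 for Cellular Senescence. With edgeR and TMM scaling, the size factors and upper-quartile scaling, they were -0.0757, -0.0848 and -0.0520 for Axon guidance, -0.0526, -0.0530 and -0.0249 for Metabolism, -0.133, -0.124 and -0.0918 for ganglion cell markers and -0.129, -0.117 and -0.0867 for astrocyte markers, and -0.000593 for Insulin receptor with the size factors. Among genes with at least 10 reads in every library, they were -0.0258 for Metabolism and -0.227 for ganglion cell markers. Leaving out each library gave -0.155 to 0.0239 for cyclins and CDKs, -0.0268 to 0.149 for Insulin receptor, -0.0528 to 0.188 for Axon guidance, -0.0491 to 0.0667 for Cellular Senescence, -0.186 to 0.0243 for Platelet activation, -0.0319 to 0.111 for Metabolism, -0.576 to 0.0357 for rod markers, -0.152 to 0.805 for cone markers, -0.300 to 1.36 for amacrine markers, -0.570 to 0.866 for ganglion cell markers, -0.432 to 1.40 for astrocyte markers, -1.48 to 1.97 for pericyte markers and -2.02 to 0.136 for erythroid markers. The lowest values for cone, amacrine, ganglion cell, astrocyte, pericyte and erythroid markers came without control library 1. The cause was not tested.

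Of the named genes, 17 passed FDR < 0.05 in the same direction with DESeq2 without shrinkage, 11 with betaPrior, 18 with each of these over all genes with a read, 10 with limma without the trend, 5 without control library 1, and 1 with either other filter on reads. Depth limits the genes with few reads in control. For Fbp1 and Mtnr1a, at or under the floor there, the fitted fold change depends on the pseudocount and only a lower bound can be given. Per2 had 3, 1 and 77 reads in the control libraries, above the floor in control library 3 alone.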

Differences from the paper's values

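A gap between counts is called closed here where neither is more than 1.5 times the other, and a gap between log2 fold changes where it is no wider than the larger of the 2 standard errors. The paper reports 42 genes higher and 36 lower in Bmal1;CKO at FDR < 0.05, and limma-trend gave 0 and 0, with 1007 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 without shrinkage gave 42 higher and 25 lower genes. This closes both gaps by that rule, although 25 stays short of 36, and DESeq2 with betaPrior (15 and 19), edgeR, limma-voom, the filters and the fits without 1 library close neither. Among the settings chosen after seeing the values, DESeq2 with betaPrior over all genes with a read gave 44 and 36, limma without the trend gave 56 higher (and 5 lower), and DESeq2 without shrinkage over all genes with a read gave 49 lower (and 115 higher). The paper reports 775 genes lower at p < 0.05, and limma-trend gave 359. The gap closes, of the alternatives set before the data were examined, without control library 1 (771) and without control library 3 (951), with DESeq2 without shrinkage (678) and with betaPrior (639), and, chosen after seeing the values, with DESeq2 over all genes with a read with betaPrior (780) and without shrinkage (875). The other alternatives left it open. The authors' deposited table has 617 higher and 768 lower genes at p < 0.05.

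The paper's Supplementary Table 2 gives 115298575 mapped reads for the library with the fewest and 167743392 for that with the most, against 71145068 and 104017800 reads counted on genes here. These are different quantities, and none of the alternatives set before the data were examined bears on them.

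The paper's log2 fold changes are those of its supplementary table, of which the copy used here holds 1926 genes where the deposited table lists 55487, and of the authors' deposited table. For Cdc7 the paper's value is -1.08 and that of limma-trend -1.79. Of the alternatives set before the data were examined, the gap closes with edgeR and the size factors (-1.53), upper-quartile scaling (-1.52) and the robust fit (-1.52), without control library 2 (-1.59) and without Bmal1;CKO library 4 (-1.19), with DESeq2 without shrinkage (-1.53) and with betaPrior (-0.94) and with limma-voom (-1.66). It closes with the test that the design had named, edgeR with TMM scaling (-1.52), which became an alternative after the values were seen. Chosen after seeing the values, it also closes with DESeq2 over all genes with a read with betaPrior (-1.08) and without shrinkage (-1.53). For Cdk5rap1 the paper's value is 1.65 and that of limma-trend 3.10. It closes without control library 1 (2.11) and with betaPrior (1.48), and with betaPrior over all genes with a read (1.65), chosen after seeing the values. For Per2 the paper's value is 0.89 and that of limma-trend 4.00, and it closes with betaPrior (0.56), and with betaPrior over all genes with a read (0.89), chosen after seeing the values.

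For Fbp1 the paper's value is 4.29 and that of limma-trend 7.23, and for Mtnr1a 3.07 and 7.21. None of the alternatives set before the data were examined closed these gaps. Chosen after seeing the values, betaPrior over all genes with a read gave 4.29 and 3.07, and a pseudocount of 10 gave 4.30 and 3.98. The control libraries had at most 1 read on Fbp1 and 0 on Mtnr1a, so these fitted changes depend on the pseudocount. Whether such a gap closes therefore decides nothing. Only lower bounds can be given, 68.5-fold for Fbp1 and 55.3-fold for Mtnr1a. Over all 34419 genes with a log2 fold change in the authors' deposited table, betaPrior over all genes with a read differed from it by at most 0.00416 on the log2 scale.

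The paper describes a clear separation of control and Bmal1;CKO, while the exact permutation test of the correlations gave p = 0.3 and control library 3 clustered with the Bmal1;CKO libraries. On the second principal component the groups did not overlap, with control library 1 at 4.61 and Bmal1;CKO library 6 at 8.97. Egr2, Ccn1, Ppp1cb, Acsl4, Unc5d, Ccng1, C2cd4b, Fbp1, Mtnr1a and Xist are called at FDR < 0.05 in the authors' deposited table. None of them is called by limma-trend, where 0 genes were. DESeq2 with betaPrior over all genes with a read, chosen after seeing the values, called the authors' 78 genes among its 80, and DESeq2 without shrinkage on the tested genes shared 55 of its 67 with them. The paper counts Per2 among the genes at p < 0.05. Its unadjusted p was 0.0227 with limma-trend and is 0.0588 in the authors' deposited table. The paper chose Cdk5 from the genes at p < 0.05, and its unadjusted p was 0.478 with limma-trend and is 0.526 in the authors' deposited table, where Cdk5rap1 has 0.000502.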

Other observations

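The tests in this part were chosen only after the result was seen. Of the 10 splits of the 6 libraries, counting the real groups here and in what follows, 4 gave as many at an unadjusted p under 0.05 as the 1007 of the real groups. At FDR < 0.05, where the real groups gave 0 genes, a comparison with the splits tests nothing. The split with control library 3 beside Bmal1;CKO libraries 5 and 6 gave 1738. That split also divides the libraries by depth. Libraries 3, 5 and 6 had at least 93476814 reads on genes and 26420 genes with a read, against at most 87212411 and 23889 in the others. DESeq2 with betaPrior over all genes with a read gave as many as its 80 genes in 3 of the 10 splits, with 414 for that same split and 92 for the one with control libraries 2 and 3 beside Bmal1;CKO library 6. As large a separation came in 3 splits, as many themes in 3, as many Reactome sets in 3 and as many marker lists in 7. With 10 splits the share cannot go below 0.1, so the groups and other divisions of the libraries cannot be told apart by these counts.

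At an unadjusted p under 0.05, 64.3% of the genes were higher in Bmal1;CKO. After each library's trend on GC content and transcript length was removed, the share was 40.8%, with 952 genes at that p and 0 at FDR < 0.05. Across genes, which are not independent replicates, Spearman's coefficient of the log2 fold change was 0.212 with GC content and 0.00528 with length. Centring each library alone brought the share to 36.3%, and removing the trend with each library's mean kept left it at 63.9%. The fall to 40.8% therefore comes with the centring, and these values give no sign that GC content lies behind the excess of higher genes. Among genes with at least 10 reads in every library the share was 47.6%, but that filter drops any gene absent from one group, and of the 29 such genes with at least 30 normalized counts in every library of the other group, 28 were on the Bmal1;CKO side. Uneven detection of scarce transcripts and an effect of the genotype on the direction therefore cannot be told apart by it. Without Bmal1;CKO library 6 the share was 51.5%.

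The mutants are homozygous for a floxed Bmal1 allele that the controls lack, so a chromosome segment inherited with the allele is a candidate explanation for changes near it. Of the 28 genes with an unadjusted p under 0.001, 3 lay within 20 Mb of Bmal1, 0.652% of the 460 tested there against 0.125% elsewhere (Fisher's exact test, two-sided, p = 0.0244). Of 356 other windows of that width, 2.53% had as high a share. These windows overlapped each other, so 2.53% cannot be read as a p-value. The highest share, 1.11%, was in a window on chromosome 9, away from the floxed allele. DESeq2 without shrinkage called 1.30% of the genes near Bmal1 and 0.305% elsewhere (Fisher's exact test, p = 0.00392), and with betaPrior 0.652% and 0.155% (p = 0.0404 in the same exact test). Within 10 Mb these tests called 3 and 2 genes, and on the whole of chromosome 7, 11 and 6. With limma without the trend the shares within 20 Mb and elsewhere were 0.652% and 0.290% (Fisher's exact test, p = 0.158). By limma-trend 0 were called near Bmal1. Trim12a (chromosome 7, 104299893 to 104315466), chosen after its values were seen, fell from 1401 ± 827 to 2.56 ± 2.25 normalized counts (SD, n = 3 each), with an adjusted p of 0.212 by limma-trend. Neighbouring pairs among the 100 genes of smallest p numbered 17 within 1 Mb, and 2 of the 10 splits gave as many, the real groups and one with 19, so segments of another strain elsewhere cannot be told apart from other divisions of the libraries. Direct effects of Bmal1 on these genes were not tested.

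The microglia and macrophage markers exceeded the endothelial markers in every library, with a ratio of medians of at least 7.43, and the rod markers did so with a ratio of at least 2.38. The Müller glia markers, with medians of 8508 to 12636, also exceeded the endothelial markers in every library. C1qb had at least 594051 normalized counts and Cldn5 at least 60099. RNA of microglia or macrophages, of rods and of Müller glia may thus have been in the sorted samples, as cells or as free RNA, which these values do not separate. Bulk libraries hold the sum over cells, so a change in a gene that these cells also express could come from them, and no expression of these markers by endothelial cells themselves was tested.

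All 15 immediate early genes were higher in Bmal1;CKO, with a median log2 fold change of 1.11, 5 of them at an unadjusted p under 0.05 and 0 at FDR < 0.05 by limma-trend. The adjusted p of the list was 1.15e-06 by camera, 0.753 with an estimated correlation and 0.770 by fry. In 9 of the 15 genes control library 1 lay above the lowest Bmal1;CKO library, and in 3 control library 2 or 3 did. Without control library 1 the median was 1.56. The levels varied within control as well, so handling of the tissue and an effect of the genotype cannot be told apart, since no library has a record of its handling here.

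Annotated pseudogenes took 10.4% to 15.0% of the reads. Of 632 pairs of a processed pseudogene and its parent gene, 107 (16.9%) had more than 50% of the pair's reads on the pseudogene. Among the 107 were pairs of Ccnb1 (60.6%), Pcna (92.0%) and Tyms (81.7%), so the values of these parent genes rest on the smaller part of the pair's reads. If reads across exon junctions had been lost from the parents, the share would rise with the number of junctions per kb, and Spearman's coefficient across pairs was -0.0353 (permutation test with 10000 permutations, p = 0.370). The multi-copy genes limit this test, and the loss of such reads cannot be told apart from other ways to place a read on a pseudogene. Rpl29 (chromosome 9, 106429453 to 106431568), chosen after its values were seen, had the smallest adjusted p by limma-trend, 0.110, and fell from 17092 ± 10927 to 305 ± 84.2 normalized counts (SD, n = 3 each).

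The angiogenic signalling list had 5 genes higher and 15 lower of 20 in Bmal1;CKO, with a median log2 fold change of -0.37 (-0.14 without Bmal1;CKO library 5) and an adjusted p of 0.0263 by camera, 0.388 with an estimated correlation and 0.597 by fry. The endothelial markers had a median of -0.50, and their level was lowest in library 5, at 2841 normalized counts. A smaller share of endothelial RNA and a change within endothelial cells therefore cannot be told apart for this list. Notch1 was the 1 gene of the list at an unadjusted p under 0.05, with a log2 fold change of 1.05. Vegfa had 4526 ± 1313 normalized counts in control and 3440.2 ± 708 in Bmal1;CKO (SD, n = 3 each), a log2 fold change of -0.38 (-0.16 without control library 2) and an adjusted p of 0.883 by limma-trend. The paper measured a reduction of Bmal1 by ddPCR in sorted endothelial cells (Fig. 3I), and the sequenced libraries gave a log2 fold change of -0.19 for its transcript, over all exons together.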
